# High throughput screening identifies SOX2 as a super pioneer factor that inhibits DNA methylation maintenance at its binding sites

**DOI:** 10.1038/s41467-021-23630-x

**Published:** 2021-06-07

**Authors:** Ludovica Vanzan, Hadrien Soldati, Victor Ythier, Santosh Anand, Simon M. G. Braun, Nicole Francis, Rabih Murr

**Keywords:** DNA methylation, DNA methylation

## Abstract

Binding of mammalian transcription factors (TFs) to regulatory regions is hindered by chromatin compaction and DNA methylation of their binding sites. Nevertheless, pioneer transcription factors (PFs), a distinct class of TFs, have the ability to access nucleosomal DNA, leading to nucleosome remodelling and enhanced chromatin accessibility. Whether PFs can bind to methylated sites and induce DNA demethylation is largely unknown. Using a highly parallelized approach to investigate PF ability to bind methylated DNA and induce DNA demethylation, we show that the interdependence between DNA methylation and TF binding is more complex than previously thought, even within a select group of TFs displaying pioneering activity; while some PFs do not affect the methylation status of their binding sites, we identified PFs that can protect DNA from methylation and others that can induce DNA demethylation at methylated binding sites. We call the latter super pioneer transcription factors (SPFs), as they are seemingly able to overcome several types of repressive epigenetic marks. Finally, while most SPFs induce TET-dependent active DNA demethylation, SOX2 binding leads to passive demethylation, an activity enhanced by the co-binding of OCT4. This finding suggests that SPFs could interfere with epigenetic memory during DNA replication.

## Abstract (web summary)

The functional relevance of epigenetic modifications on transcription regulation has been an important question since their discovery. Here, the authors investigate the effect of DNA methylation on Pioneer Transcription Factor (PF) binding and distinguish between PFs that protect their binding sites from methylation and those that bind to methylated DNA and induce DNA demethylation.

## Introduction

Transcription factor (TF) binding to specific sites at transcription regulatory regions is a fundamental step in gene expression regulation. However, as the sequence of a given regulatory region does not change between different cell types, the regulation of cell-specific transcription is likely to depend on non-genetic regulators. TF access to regulatory elements is controlled by the chromatin structure, which in turn is modulated by epigenetic modifications, such as nucleosome remodelling, histone modifications and DNA methylation. Epigenetic modifications are generally classified into active or repressive according to their effect on gene expression. DNA tightly wrapped around nucleosomes due to repressive histone marks was shown to be refractory to TF binding^1^. Therefore, the activity of nucleosome remodellers that increase chromatin accessibility was deemed necessary prior to TF binding to compact chromatin^2^. Several studies identified a special class of TFs, called pioneer transcription factors (PFs), that access their target sites in condensed chromatin. Such an event increases chromatin accessibility via nucleosome remodelling, thus facilitating the recruitment of settler TFs that are, otherwise, unable to access condensed chromatin^3–6^. These findings hint for a more complex relationship between epigenetic- and genetic-based mechanisms in transcription regulation than previously thought. It is therefore important to establish whether and when epigenetic mechanisms constitute a primary event in the regulation of transcription and when do they simply result from the genetic composition of the regulatory regions (i.e. the presence of TF binding sites (TFBSs)).

DNA methylation is an essential epigenetic modification that was originally hypothesized not only to inhibit the accessibility of DNA but also its affinity to TFs^7,8^. Recent studies have shown that not all TFs are sensitive to DNA methylation. Moreover, some TFs preferentially bind to methylated sites^9–11^. However, it is currently less clear whether those TFs that are able bind to methylated DNA can also lead to changes in the methylation status of their binding sites, and if so, how. More precisely, can PFs, in addition to their ability to remodel the nucleosomes, induce DNA demethylation?

Using a high-throughput explorative approach, our study methodically determined the ability of reported PFs to induce DNA demethylation at their binding sites in mouse embryonic stem cells (mESCs) and in vitro differentiated neuronal progenitors (NPs). Results show that, while many PFs do not affect the methylation status of their binding sites, a group of PFs that we call protective pioneer transcription factors (PPFs) prevent acquisition of DNA methylation, while another group called super pioneer transcription factors (SPFs) induce DNA demethylation at their methylated binding sites. Importantly, we show that, while most SPF-driven demethylation is Ten-Eleven Translocation (TET)-dependent, SOX2 (SRY (sex determining region Y)-box 2), an essential factor for the acquisition and maintenance of pluripotency^12^, inhibits DNA methyltransferase 1 (DNMT1)-dependent maintenance of methylation during replication. This inhibition is amplified by the co-binding of OCT4. Finally, while PFs are important to enhance chromatin accessibility, our results indicate that this may not be achieved solely by PF binding and the resulting demethylation, as exemplified by ATAC-Seq experiments around single SOX2 and CTCF binding sites. Interactions with multiple TFs are likely to be important for generating accessible chromatin.

## Results

### Hi-TransMet: a high throughput assay for the analysis of TF binding effect on DNA methylation

We developed a method called Hi-TransMet (high-throughput analysis of transcription factor effect on DNA methylation) to simultaneously assess the effect of several TFs on DNA methylation around their binding sites, at single base pair (bp) resolution, while reducing the effect of other TFs than the ones tested. Specifically, we used a transgenic mESC line, in which a targeting site composed of two inverted LoxP sites framing negative and positive selection genes (hygromycin and thymidine kinase), was engineered at the β-globin locus^13,14^. This locus is inactive in non-erythroid cells and was shown to not interfere with the methylation status of the targeting site. Using the recombinase-mediated cassette exchange (RMCE) approach^15^, the targeting site can be replaced by any DNA fragment surrounded by two LoxP sites in a donor plasmid (Supplementary Fig. 1a). In particular, we opted to insert a bacterial DNA fragment, called FR1, in which we can include one binding site of a mammalian TF. Importantly, the fragment is unlikely to contain any mammalian TFBS due to evolutionary distance to mammals^13^, thus inclusion of a TF binding motif within it allows us to assess whether the corresponding TF, in isolation from the effect of other TFs, can protect DNA from methylation (when FR1 is inserted unmethylated) or induce DNA demethylation (when FR1 is inserted upon in vitro methylation). Further advantage of using FR1 as the same genetic backbone for all tested TFs is the reduction of TF-independent background interference. FR1 (Supplementary Fig. 1b) has a CpG ratio of 3.6%, making it akin to a CpG island with intermediate CpG content^16^. Moreover, it was reported to get methylated when inserted in the RMCE site and to maintain its methylation when inserted after in vitro methylation (M.SssI methyltransferase treatment)^13^.

### Validation of Hi-TransMet to study the effect of pioneer TFs on DNA methylation at their binding sites

With the aim of identifying factors that can lead to protection from de novo methylation or to DNA demethylation, we focused on PFs, as their ability to access compact chromatin makes them ideal candidates for binding methylated DNA and affecting the methylation status of their binding sites. To address potential effect of PF binding on DNA methylation, we first analysed the methylation levels in ESCs of a set of genomic regions routinely identified as binding sites for several PFs, so-called mouse aggregate cistromes^17^ (Supplementary Fig. 2). These results showed that common endogenous PF binding sites have lower methylation levels than the surrounding genomic regions, in line with previous studies^14,18–20^. While this analysis is informative, it remains correlative as it is unable to distinguish between two scenarios: (1) binding sites are demethylated prior to PF binding or (2) PF binding leads to DNA demethylation. To address these possibilities, we selected 27 PFs based on previously published reports of pioneering activity (Supplementary Table 1). Consensus wild-type (WT) binding motifs were extracted from public databases^21–23^ or from studies that used chromatin immunoprecipitation–sequencing (ChIP-Seq) data for motif identification^24,25^ (see “Methods”). Notably, these motifs were experimentally shown to be able to recruit their assigned PFs (Supplementary Table 2). One binding motif was selected for every PF with a few exceptions: GATA3, 4 and 6 share the same binding motif; SOX2 and OCT4 motifs were introduced either separately or in combination (OCT4SOX2) as the two factors were shown to often colocalize in ESCs^26–28^ and during differentiation^29^; we also included two reported CTCF motifs (CTCF.1 and CTCF.2) corresponding to two different orientations within the genomic context, as the orientation of the CTCF motif was reported to affect its looping direction^30^ (Supplementary Tables 1 and 2). For each WT motif, we designed a scrambled (Sc) control motif (Supplementary Table 2) with a significantly weaker binding score and in which only CpG positions present in their WT counterparts were maintained (see “Methods” for more details). Additionally, we assigned 6 bp barcodes on either side of each motif (Fig. 1a). One strand of these barcodes does not contain cytosines and is therefore not affected by bisulfite treatment, thus facilitating motif recognition following bisulfite conversion. We designed the barcode–motif–barcode combination by avoiding any resemblance to known TF motifs other than the ones intended (Supplementary Table 2 and “Methods”). In silico analysis of the selected barcode–motif–barcode combinations indicated that those containing WT motifs have little similarity to motifs of TFs other than the ones they are assigned to (Supplementary Fig. 3). On the other hand, we did not identify any significant known binding motifs in the combinations containing Sc motifs (Supplementary Fig. 3).

**Fig. 1:**
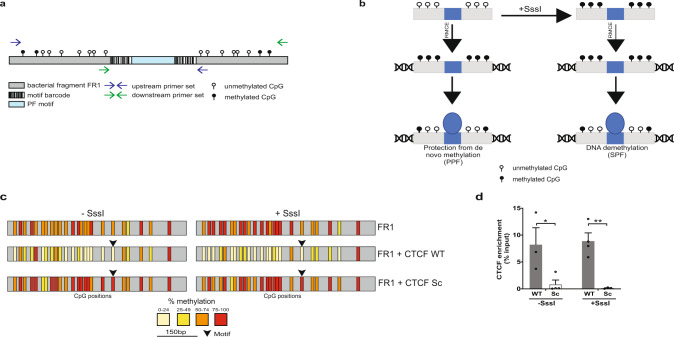
Validation of the experimental approach (Hi-TransMet) to test for TF effect on DNA methylation. **a** PF motifs flanked by unique barcode sequences were individually cloned at the centre of an intermediate CpG content bacterial DNA fragment (FR1) within an RMCE donor plasmid that was used to insert FR1 in the target site of mESCs (**b**).  Methylation levels in cells that underwent successful recombination were analysed using universal bisulfite PCR primers designed around the inserted motifs (blue and green arrows). **b** Schematic representation of Hi-TransMet screening principle. Motif-containing plasmid libraries were transfected into mESCs following in vitro methylation via M.SssI enzyme (+SssI) or without further treatment (−SssI). Upon insertion into the genome, untreated sequences gain methylation, while SssI-treated ones keep their methylation levels. Results allow to identify two types of PFs: (I) PFs that are able to bind unmethylated DNA and protect it from methylation (protective pioneer transcription factors (PPFs)); (II) PFs that are able to bind methylated DNA and induce DNA demethylation (super pioneer transcription factors (SPFs)). **c** Validation of the experimental approach by bisulfite Sanger sequencing in cell lines containing FR1 with CTCF-only motifs. Upon insertion, in the −SssI condition, FR1 undergoes de novo methylation. Lower methylation is observed in the presence of the CTCF WT but not Sc motif. In the +SssI condition, high levels of DNA methylation were retained by FR1 in the absence of the motif and in the presence of the CTCF Sc motif. In the presence of the CTCF WT motif, a reduction of DNA methylation levels is observed. Vertical bars correspond to CpG positions, and the colour code corresponds to the percentage of methylation calculated for each CpG with a minimum coverage of ten bisulfite reads. **d** CTCF binding to FR1 was verified by ChIP-qPCR. Results are presented as mean values + SEM of *n* = 3 (WT/−SssI, Sc/+SssI) or *n* = 4 (Sc/−SssI, WT/+SssI) biologically independent replicates. Binding of CTCF to its motif in the FR1 fragment is indicated as percentage of input, that is, the enrichment of IP signal (normalized over input signal) at the selected locus. Enrichment at CTCF WT motif is significantly higher than at the Sc motif. *p* values (two-tailed unpaired *t* test): WT/−SssI vs Sc/−SssI:0.043494; WT/+SssI vs Sc/+ SssI: 0.004249 (*p < 0.05, **p < 0.01). Source data are provided as a Source data file.

Double-stranded DNA oligomers, each representing a unique barcode–motif–barcode combination, were individually cloned into the FR1 within the RMCE donor plasmid (Supplementary Fig. 1b). Plasmids, each containing the FR1 backbone and one barcode–motif–barcode combination, were then mixed equimolarly to generate the targeting library that was further divided into two: one library was in vitro methylated (+SssI), while the second did not undergo any further treatment (−SssI). Libraries were separately transfected into the transgenic mESCs containing the RMCE site, together with a plasmid expressing the CRE recombinase (Fig. 1a, b and Supplementary Fig. 1). This results in the replacement of the RMCE target site by the FR1 containing a unique barcode–motif–barcode combination, via homologous recombination between the LoxP sequences. As a library of plasmids was used, antibiotic selection resulted in a pool of cells each containing the FR1 with a different motif. Genomic DNA was then extracted from successfully recombinant cells and treated with sodium bisulfite, followed by amplification of FR1 using an approach that amplifies the site regardless of the identity of the inserted motif and labels each molecule with a unique molecular identifier (UMI)^31^. This allows quantifying the methylation of the original unamplified sequences exclusively, eliminating PCR biases (Supplementary Fig. 4a, b). Reduction of methylation at CpGs surrounding WT binding motifs, in comparison to those surrounding the corresponding Sc motifs, identifies PFs protecting DNA from methylation (−SssI condition) or inducing DNA demethylation (+SssI condition) (Fig. 1b).

To verify the functionality of Hi-TransMet and its ability to correctly identify factors whose binding could lead to lower methylation, we checked the methylation levels of the FR1 fragment including CTCF.1 WT and Sc motifs, as a similar experimental setting was previously used to study CTCF-mediated DNA demethylation^14^. For this experiment, we used four transgenic ESC lines selected from the pool of transfected cells, each containing FR1 and one CTCF motif (WT −SssI, WT +SssI, Sc −SssI, or Sc +SssI) exclusively. Methylation analysis indicated that CTCF binding can both protect unmethylated sites from acquisition of de novo methylation (−SssI condition) and induce demethylation at methylated sites (+SssI condition) (Fig. 1c). Enrichment of CTCF binding at WT motifs was verified by ChIP (Fig. 1d). These results validate the use of Hi-TransMet to identify factors that protect DNA from methylation or induce DNA demethylation.

### Identification of pioneer TFs that can protect their binding sites from acquisition of DNA methylation

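Each cell of the ESC pool of the −SssI condition carried the bacterial fragment FR1 with 1 WT or Sc motif and its barcodes, inserted without prior methylation. For every CpG of every construct, the authors deposited the number of reads left after deduplication by UMI and the number of methylated reads among them. They had trimmed the reads, assigned them to a construct with 0 mismatches in the barcode and motif sequence, aligned them to FR1 with Bismark and filtered them on non-CG methylation. The upstream amplicon holds 18 CpGs, from −291 to −32 bp relative to the motif, and the downstream amplicon holds 5 CpGs, from 37 to 252 bp. The 2 deposited samples of this condition share a single table, which was treated as 1 pool. Its columns are numbered in 8 sets (runs). The paper pooled biological and technical replicates, and its text does not name which number is which, so reads were summed over the runs and no SD or n over runs is given. Over 52 fragments (a WT and an Sc fragment for each of 26 motifs), all 1196 CpG values outside the motifs had at least 10 reads, the minimum coverage used in the paper, with 11 to 1660 reads and a median of 164. The methylation of a fragment is the mean over its CpGs, and Δmet is the mean over CpGs of the difference between WT and Sc. The 95% interval beside Δmet is the normal approximation for a difference of shares at the median read numbers of both fragments, and it covers counting error only. Each CpG was tested with a two-sided Fisher's exact test of methylated and unmethylated reads, with Benjamini-Hochberg adjustment over the 616 CpGs of all motifs, which compares pooled libraries and not replicates of a condition. As in the paper, an HMR spans more than 50 bp and at least 3 consecutive CpGs, each with Δmet of −10 points or lower and an adjusted p under 0.05; the DSS model and its smoothing, which the paper used for this test, were not used here. Fragments were not spread evenly over the runs. WT and Sc were therefore also compared within the runs that held at least 10 reads of both. This alternative was added after the data had been seen. Runs 5, 1 and 2, whose fragment counts differed by less than the sampling noise, were counted as 1 run in it. The main analysis sums them. If they are 1 library sequenced again, molecules can be counted more than once. The main intervals would then be too narrow and the p-values too small.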

To identify PFs that can protect their binding sites from acquisition of DNA methylation, we analysed reads generated by Hi-TransMet performed under −SssI condition in the pool of transfected ESCs. Methylation percentages were extracted for all CpGs within 300 bp upstream and 250 bp downstream of the motifs (Supplementary Fig. 4b). Methylation levels around WT and Sc motifs were first independently analysed (Fig. 2a). 

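Over the 26 FR1 fragments with Sc motifs in ESCs, mean CG methylation was 57.3% ± 17.5 (SD over fragments), from 19.7% around the Sc motif of ER to 81.3% around that of GATA. FR1 without any motif was methylated at 59.0%. The alternative that moved the average most, the share of methylated calls over all CpGs together, gave 59.75%. Methylation of Sc fragments differed between runs, with a mean of 36.4% over 21 fragments in run 4 and of 78.2%, 78.7% and 78.6% in runs 5, 1 and 2. For the 8 Sc fragments with at least 30 reads in run 4 and in the latter 3 runs together, the difference averaged −37.1 points and its SD between fragments was 17.3 points, against 6.20 points from read sampling.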

As previously reported^13^, FR1 fragments not containing WT motifs become methylated upon insertion with an average CG methylation level of 52.4% around Sc motifs (Fig. 2a and Supplementary Fig. 5). While lower methylation levels are observed mostly around WT motifs, we observed some changes around Sc motifs too. To correct for these, we subtracted, for every motif, the methylation level of each CpG in the locus with the Sc motif from that of the same CpG in the locus with the corresponding WT motif (Δmet = % met_WT − % met_Sc, Fig. 2b). We then classified the TFs based on their effect on DNA methylation using unsupervised hierarchical clustering, followed by the identification of statistically significant hypomethylated regions (HMRs) in WT conditions. HMRs are defined as regions of >50 bp and containing a minimum of 3 consecutive CpGs, each having a Δmet of ≥10% (see “Methods” for more details).

**Fig. 2:**
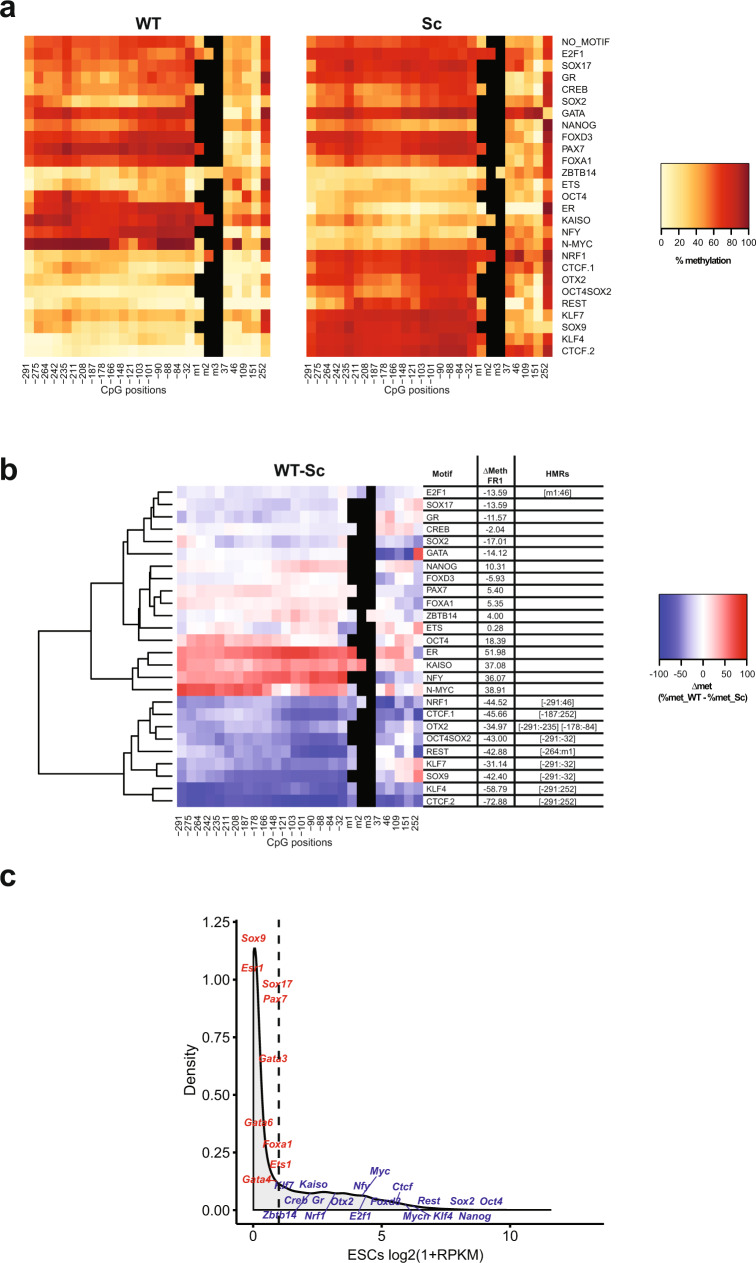
Identification of protective pioneer transcription factors (PPFs). **a** Heatmaps indicating methylation percentages of individual CpGs in FR1 containing WT (left panel) and Sc (right panel) motifs in the −SssI condition. Each line represents FR1 containing the indicated motif. Each square within the line corresponds to one CpG. The methylation percentage of individual CpGs is represented by a colour code. CpGs’ distance from the 5’ end of the motifs is indicated below the heatmaps. CpGs within the motif, when present, are indicated as m1, m2 and m3. **b** Differential methylation between WT and Sc motifs in the FR1/−SssI condition. Differential methylation was calculated for each CpG as Δmet = % met_WT − % met_Sc and represented by a colour code. Results were hierarchically clustered using the complete linkage method with Euclidian distance. CpGs’ distance from the 5’ end of the motifs is indicated below the heatmaps. The coordinates of statistically significant hypomethylated regions (HMRs) in WT condition are indicated on the side. **c** Density plot of gene expression levels in mESCs as measured by RNA-Seq. Expression levels of the tested PFs are labeled. A cut-off of Log2(1 + RPKM) < 1 (dashed line) was used to separate PF expression levels into low (red) and high (blue).

Results show that PFs differ in their ability to protect DNA from methylation. Globally, in our experimental context, only few of the selected PFs show ability to protect from acquisition of DNA methylation. We called these PPFs. In addition to the previously reported CTCF^14^ (CTCF.1 and CTCF.2) and NRF1^18^, our results indicate that KLF4, KLF7, OCT4SOX2, SOX9, REST, OTX2, and E2F1 also protect against methylation (Fig. 2b and Supplementary Table 3). Moreover, the presence of SOX2 motif alone shows a tendency to protect against methylation, although this effect is amplified in the presence of an OCT4 motif (OCT4SOX2). It is important to note that all identified PPFs, with the exception of SOX9, were highly expressed in ESCs (Fig. 2c).

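HMRs were found at 14 of the 26 motifs, among them 9 of the 10 motifs named here. The lowest methylation was around the CTCF.2 motif, with 4.23% at the WT and 78.9% at the Sc fragment, a Δmet of −74.7 points (95% interval ± 4.07; median 123 and 1619 reads). The second largest reduction was at KLF4, with 13.4% and 74.4%, a Δmet of −61 points (± 9.80; 49 and 1459 reads). Δmet was −47.8 points (± 5.20) for CTCF.1, −46.3 (± 17.3, with a median of 34 reads at the Sc fragment) for REST, −44.8 (± 11.6) for OCT4SOX2, −44 (± 9.24) for NRF1, −43.2 (± 9.34) for SOX9, −36.7 (± 7.19) for OTX2 and −31.5 (± 8.80) for KLF7. E2F1 had 57.0% at the WT and 68.7% at the Sc fragment, a Δmet of −11.7 points (± 10.5); 12 of its CpGs were significantly lower by 10 points or more, but they formed no HMR. Within runs, HMRs were also found for CTCF.1 (Δmet −40.9 points), CTCF.2 (−58.5), REST (−36.7), OCT4SOX2 (−43.1), OTX2 (−18.7) and E2F1 (−28.5), and for PAX7 (0.645 points), which had none over all runs. For KLF4, Δmet within runs was −8.99 points, with an HMR from 37 to 252 bp downstream. KLF7 (3.8 points) and NRF1 (−21.2 points) had no HMR within runs, and SOX9 could be compared within a run only at the 5 CpGs downstream of its HMR (6.36 points). Outside the motifs named here, HMRs were found for FOXA1, SOX2, SOX17, ETS and CREB, of which SOX17 and CREB had none within runs. Of the alternatives, the one that moved the number of HMR motifs most, to 7, required a Δmet over the fragment below the 5th percentile of all pairs of different Sc fragments, −42.3 points. In the paper, the reduction around WT relative to Sc motifs leads to the conclusion that these factors protect DNA against methylation.

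**Figure D1:**
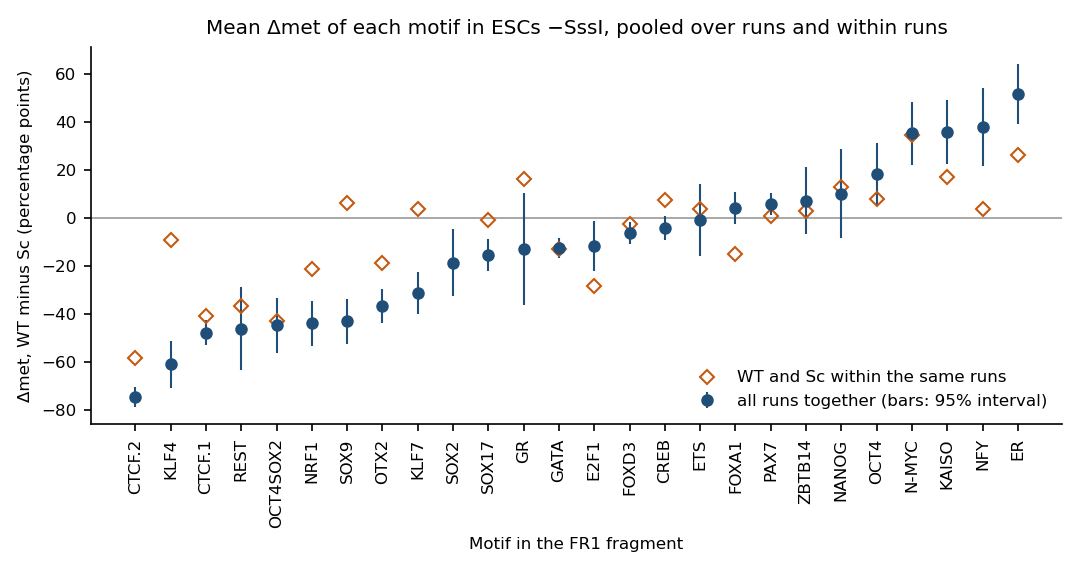
Mean Δmet (percentage points, y axis) of each motif (x axis) in ESCs under the −SssI condition, with filled circles for all runs together (bars: 95% interval) and open diamonds for WT and Sc within the same runs. The motifs run from CTCF.2 at −74.7 points to ER at 51.8 points, and SOX2 has no diamond because no run held both of its fragments.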

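Around the SOX2 motif, methylation was 39.3% at the WT fragment and 58.0% at the Sc fragment, a Δmet of −18.7 points (95% interval ± 13.9; median 50 and 853 reads). Its interval lies above that of OCT4SOX2. An HMR covered 5 CpGs from −178 to −103 bp, with a mean Δmet of −33.4 points and a largest adjusted p of 0.0454 (Fisher's exact test per CpG). No run held at least 10 reads of both SOX2 fragments, so the comparison rests on different runs. Around the OCT4 motif alone, methylation was higher at the WT fragment (56.7%) than at the Sc fragment (38.2%), a Δmet of 18.5 points (± 13.1) and of 8.11 points within 1 run.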

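RNA-seq was performed on 3 libraries each of ESCs, NPs and TET TKO ESCs, and the authors deposited raw counts per gene. They aligned the reads to GRCm38 with STAR and counted them on exons of the Ensembl 89 annotation with featureCounts, without regard to strand, so counts of overlapping and antisense genes are uncertain. The libraries held 20570050, 21602345 and 23976914 counts in ESCs, 20519702 to 22132988 with a median of 21214374 in NPs, and 80704741 to 93210102 with a median of 84377108 in TET TKO ESCs. Of the 51912 genes in each table, 51633 were given a symbol. RPKM values were computed from these counts with TMM-scaled library sizes and the gene lengths in the files, and averaged over the 3 libraries of a group. Following the paper, a gene counted as highly expressed at a mean log2(1 + RPKM) of 1 or more. Groups were compared with edgeR's quasi-likelihood test on the counts of the 2 groups concerned, over genes with an RPKM of at least 1 in at least 1 library; a gene was called with a Benjamini-Hochberg adjusted p under 0.001 and a fold change of at least 3, the limits the paper gives.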

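Of the 27 PF genes, 18 were highly expressed in ESCs; without division by gene length, the alternative that moved this number most, it was 22. Pou5f1 (ENSMUSG00000024406, chromosome 17, 35506018 to 35510772 on GRCm38), which encodes OCT4, reached 393 ± 19.7 RPKM (SD, n = 3 libraries), and Sox2 (ENSMUSG00000074637, chromosome 3, 34650405 to 34652461) reached 226 ± 16.0. Klf4 (ENSMUSG00000003032, chromosome 4, 55527143 to 55532466) and Rest (ENSMUSG00000029249, chromosome 5, 77265491 to 77286432) were at 72.2 ± 1.34 and 72.1 ± 1.99 RPKM. Lower values were found for Ctcf (ENSMUSG00000005698, chromosome 8, 105636568 to 105682922) with 45.4 ± 4.55 RPKM, E2f1 (ENSMUSG00000027490, chromosome 2, 154559407 to 154569892) with 19.7 ± 2.28, Otx2 (ENSMUSG00000021848, chromosome 14, 48657679 to 48667644) with 12.9 ± 1.46 and Nrf1 (ENSMUSG00000058440, chromosome 6, 30047988 to 30153458) with 8.04 ± 0.349. Klf7 (ENSMUSG00000025959, chromosome 1, 64029447 to 64122282) was close to the limit, with 1.6 ± 0.147 RPKM and 280 to 304 counts per library. Sox9 (ENSMUSG00000000567, chromosome 11, 112782224 to 112787760) had 4 to 8 counts per library, or 0.0578 ± 0.0268 RPKM. The other genes below the limit were Esr1, Ets1, Foxa1, Gata3, Gata4, Gata6, Pax7 and Sox17.

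**Figure D2:**
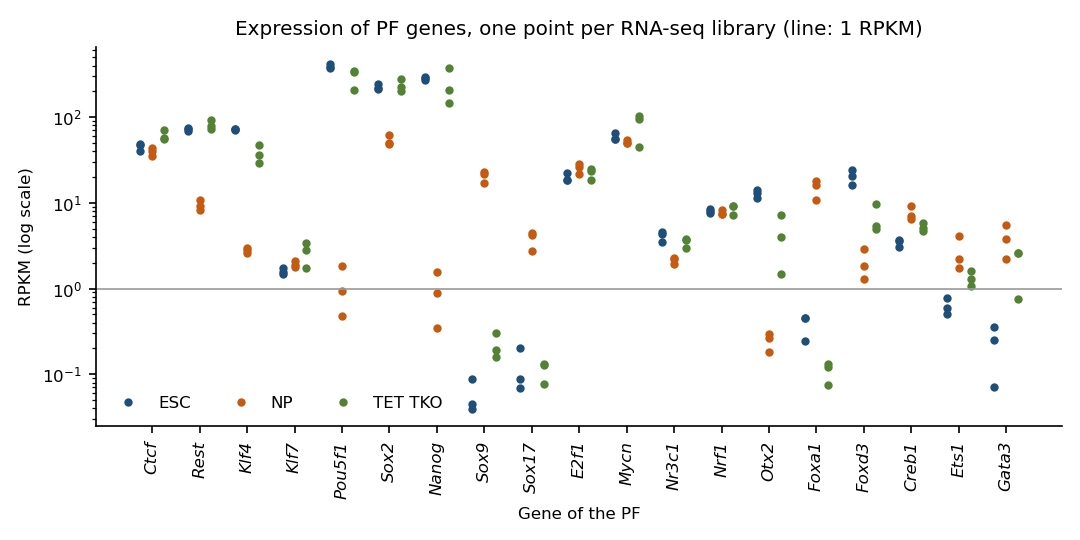
Expression of 19 PF genes (x axis) as RPKM (y axis, log scale), with 1 point per RNA-seq library of ESCs, NPs and TET TKO ESCs and a line at 1 RPKM. The 3 ESC libraries lie above the line for Klf7, at 1.47 to 1.76 RPKM, and below it for Sox9, at 0.0393 to 0.0886 RPKM.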

### Identification of SPFs that can induce DNA demethylation at their binding sites

To identify PFs that can cause DNA demethylation upon binding to methylated DNA in ESCs, we analysed methylation levels in the +SssI condition. 

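For the +SssI condition, the same plasmid library was methylated in vitro with M.SssI, a bacterial methyltransferase that methylates CpGs, before transfection into ESCs. The authors processed these reads like those of the −SssI condition and deposited 1 table of deduplicated and methylated reads, with 5 runs. The 1196 CpG values of the 52 fragments had 13 to 1659 reads, with a median of 198.5. No 2 of the runs were alike in their fragment counts. Fragments were again unevenly spread over the runs, and 25 of the 26 motifs had a run with both fragments.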

After insertion, the FR1 fragments not containing WT motifs maintained high levels of methylation in ESCs, with an average CG methylation level of 79.1% in fragments with Sc motifs (Fig. 3a and Supplementary Fig. 5a). 

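Mean CG methylation over the 26 Sc fragments was 67.8% ± 10.8 (SD over fragments) in the +SssI condition, from 42.3% around the Sc motif of CREB to 82.6% around that of CTCF.2. The fragment without a motif was at 62.9%. Methylation again differed between runs, with 50.9% over 15 Sc fragments in run 4 and 74.0% over 23 in run 5. For the 8 Sc fragments with at least 30 reads in both, the difference between these runs averaged −25.6 points, with an SD of 23.0 points between fragments.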

Under these conditions, we observed extensive DNA demethylation around the WT binding sites of several factors: CTCF (CTCF.1 and CTCF.2), REST, KLF4, OCT4SOX2, SOX9, SOX17, E2F1, N-MYC, and GR (Fig. 3b and Supplementary Table 3). Moreover, a considerable, although not significant under our stringent cut-off, reduction of DNA methylation is again observed around the SOX2 motif, while this is less apparent around OCT4 motif. 

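An HMR was found for all 10 motifs named here and for 15 of the 26 motifs tested. Around OCT4SOX2, methylation was 16.15% at the WT and 80.3% at the Sc fragment, a Δmet of −64.2 points (95% interval ± 5.01; median 504 and 411 reads). No run held both OCT4SOX2 fragments with at least 10 reads, so this difference rests on different runs. KLF4 had 12.9% and 75.3%, a Δmet of −62.5 points (± 7.98), and −85.1 points within runs. Δmet was −54.5 points (± 14.8) for CTCF.2, −52.4 (± 6.59) for REST, −49.6 (± 10.7) for SOX17 and −45.8 (± 10.9) for CTCF.1; within runs it was −50.1, −41.7, −25.4 and −46.7 points, each with an HMR. Smaller differences were measured for SOX9 (−28.1 points, ± 11.5), E2F1 (−23.6, ± 8.14) and GR (−22.1, ± 13.1). For N-MYC, Δmet over the fragment was −12.5 points (± 16.7; median 48 and 96 reads), within its interval, and the HMR from −88 bp to the first CpG of the motif averaged −32.9 points. Within runs, GR kept an HMR at a Δmet of −4.20 points, while SOX9 (−12.1), E2F1 (−4.31) and N-MYC (−0.95) had none. The HMR motifs not named here were FOXD3, OCT4, ETS, OTX2 and KAISO, of which ETS had no HMR within runs and OTX2 could not be compared within a run at the CpGs of its HMRs. HMRs within runs but not over all runs were found for ER (−40.3 points within runs), NFY (−9.39) and PAX7 (−22.3). The mean Δmet over the 26 motifs was −18.1 points, below 0 for 21 of them (p = 0.00038, two-sided sign-flip permutation test over motifs), against −11.8 points with 17 below 0 in the −SssI condition (p = 0.0799, the same permutation test). From the demethylation around these WT motifs on a fragment that enters the genome methylated, the paper concludes that the factors induce DNA demethylation, and calls them SPFs.

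**Figure D3:**
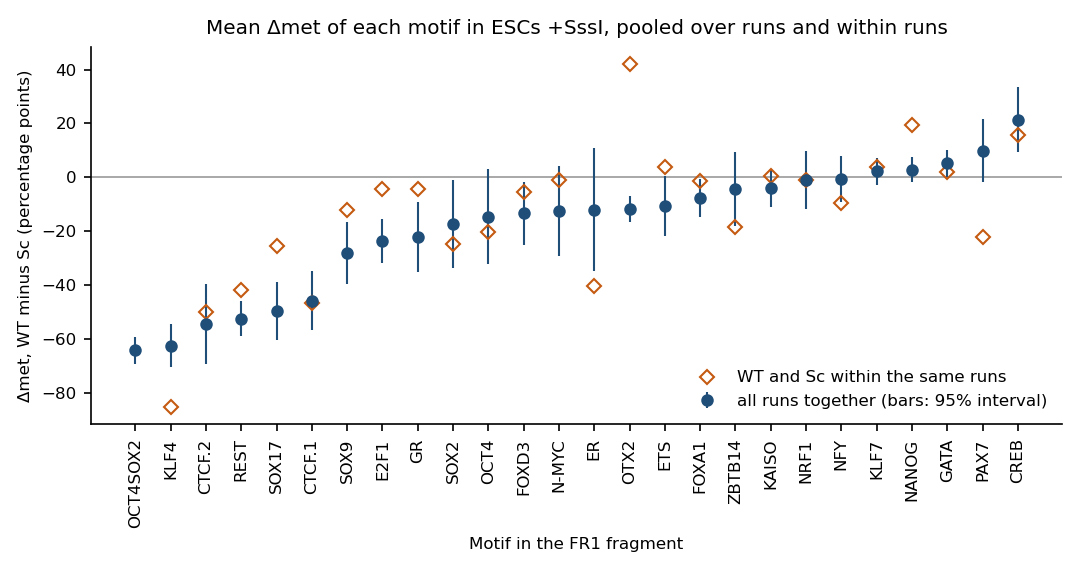
Mean Δmet (percentage points, y axis) of each motif (x axis) in ESCs under the +SssI condition, with filled circles for all runs together (bars: 95% interval) and open diamonds for WT and Sc within the same runs. OCT4SOX2, at −64.2 points, has no diamond, and the OTX2 diamond, at 42.0 points, rests on 5 CpGs.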

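The SOX2 motif had 54.0% methylation at the WT fragment and 71.3% at the Sc fragment, a Δmet of −17.3 points (95% interval ± 16.4; median 50 and 101 reads). Of its 23 CpGs, 13 were significantly lower by 10 points or more, without forming an HMR. Within runs, only 5 CpGs could be compared, with a Δmet of −24.7 points. For the OCT4 motif, Δmet was −14.6 points (± 17.7; median 33 and 393 reads), which does not exceed its interval, and 11 CpGs were significantly lower. Of these, 3 CpGs from 46 to 151 bp formed an HMR with a mean of −23.5 points, also found within runs. Δmet over the fragment was −20.4 points within runs. The shared runs differed in sign, with −43.2 points in run 4 (23 CpGs) and 10.3 points in run 5 (18 CpGs). The difference between the SOX2 and OCT4 motifs is smaller than the interval of either.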

We called the corresponding factors SPFs as, in addition to their known ability to induce chromatin remodelling, they are also able to induce DNA demethylation. It is interesting to note that CTCF, REST, SOX2, SOX9, E2F1 and KLF4 both protect from acquisition of DNA methylation and induce DNA demethylation. On the other hand, NRF1 and OTX2 can only protect DNA from methylation but have no effect on methylated DNA. This is in agreement with previously published studies defining NRF1 as methylation sensitive^18,32–34^. 

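The NRF1 fragments of the +SssI condition did not differ detectably, with 72.5% at the WT and 73.5% at the Sc fragment and a Δmet of −1.07 points (95% interval ± 10.7). Of the 25 NRF1 CpGs, 3 were significantly lower, without an HMR, and Δmet within runs was −1.04 points. OTX2 had 54.5% and 66.3%, a Δmet of −11.8 points (± 4.74; median 845 and 766 reads), with 16 significantly lower CpGs and HMRs from −291 to −211 bp and from −121 to −32 bp. A single run held both OTX2 fragments, at 5 CpGs, where Δmet was 42.0 points and no CpG was significantly lower.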

Similar to PPFs, most SPFs, with the exception of SOX9 and SOX17, are highly expressed in ESCs.

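Among the genes of the SPFs not listed for the −SssI condition, Mycn (ENSMUSG00000037169, chromosome 12, 12936093 to 12941914), which encodes N-MYC, had 59.1 ± 6.17 RPKM (SD, n = 3) in ESCs. Nr3c1 (ENSMUSG00000024431, chromosome 18, 39410545 to 39491301), which encodes GR, had 4.15 ± 0.565 RPKM. Sox17 (ENSMUSG00000025902, chromosome 1, 4490931 to 4497354) had 8 to 21 counts per library, or 0.119 ± 0.0718 RPKM, below the limit for high expression in every library.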

**Fig. 3:**
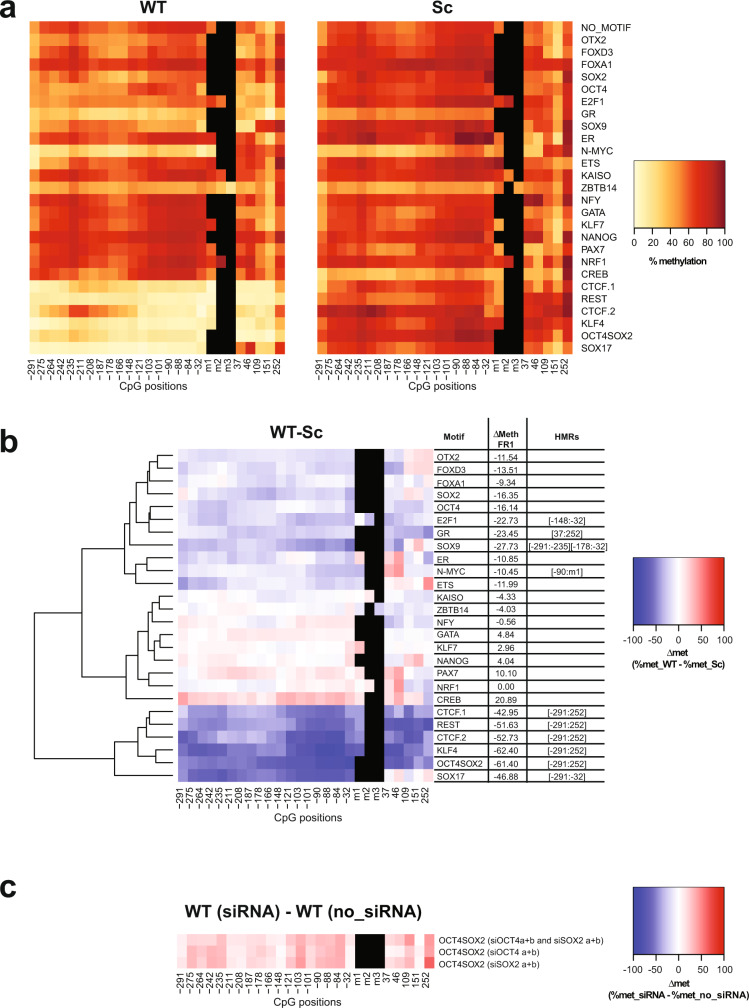
Identification of super pioneer transcription factors (SPFs). **a** Heatmaps indicating methylation percentages of individual CpGs in the FR1 containing WT (left panel) and Sc (right panel) motifs in the +SssI condition. Each line represents FR1 containing the indicated motif. Each square within the line corresponds to one CpG. The methylation percentage of individual CpGs is represented by a colour code. CpGs’ distance from the 5’ end of the motifs is indicated below the heatmaps. CpGs within the motif, when present, are indicated as m1, m2 and m3. **b** Differential methylation between WT and Sc motifs in the FR1/+SssI condition. Differential methylation was calculated for each CpG as Δmet = % met_WT − % met_Sc and represented by a colour code. Results were hierarchically clustered using the complete linkage method with Euclidian distance. CpGs’ distance from the 5’ end of the motifs is indicated below the heatmaps. The coordinates of statistically significant hypomethylated regions (HMRs) in WT condition are indicated on the side. **c** Differential methylation around OCT4SOX2 WT motif in the FR1/+SssI condition between cells that underwent SOX2 and/or OCT4 knockdown (siRNA) and untransfected cells (no_siRNA). Differential methylation was calculated for each CpG as Δmet = % met_WT (siRNA) − % met_WT (no_siRNA) and represented by a colour code. CpGs’ distance from the 5’ end of the motifs is indicated below the heatmaps.

Interestingly, clustering of the results revealed that reduction in DNA methylation at some PPF and SPF binding sites extends far beyond the binding sites. This could be due to the sequence context of our reporter DNA fragment, which lacks motifs for other TFs, but might also suggest more active mechanisms, rather than steric hindrance, used by PFs to maintain low levels of DNA methylation and make a large region available for the binding of settler TFs.

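The HMRs of CTCF.2 and KLF4 in the −SssI condition covered all 24 of their CpGs and spanned 543 bp, the whole assayed region. The HMR of OCT4SOX2 spanned 337 bp, those of OTX2 56 and 317 bp, and that of KLF7 292 bp. The shortest HMRs in this condition, at NRF1 and OTX2, spanned 56 bp. Under the +SssI condition, the HMRs of CTCF.1, KLF4, REST and OCT4SOX2 reached from −291 to 252 bp, and that of SOX17 spanned 328 bp. By contrast, E2F1 had 3 separate HMRs of 64, 134 and 149 bp, GR had 2 of 77 and 284 bp, and N-MYC had 1 of 89 bp. Under −SssI, only 19 CpGs of CTCF.2 and 18 of OCT4SOX2 lay in runs with both fragments, so shorter spans there may reflect missing coverage. Within runs, HMRs of the −SssI condition spanned 209 bp at CTCF.2 and 56 and 176 bp at OCT4SOX2. They spanned 215 bp at KLF4 and 105 and 72 bp at OTX2, and KLF7 had none. In the +SssI condition, those of CTCF.1 and KLF4 again reached from −291 to 252 bp, while REST had 2 of 88 and 336 bp, SOX17 1 of 56 bp and GR 1 of 206 bp, E2F1 and N-MYC had none, and OCT4SOX2 could not be compared.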

To further assess the relative contribution of SOX2 and OCT4 in inducing DNA demethylation at their co-binding sites, we isolated, from the pool of transfected ESCs, a transgenic ESC line harbouring methylated FR1 (+SssI) and the OCT4SOX2 WT motif. We then used small interfering RNAs (siRNAs) to knockdown SOX2, OCT4 or both and performed methylation analysis around the OCT4SOX2 binding site contained in FR1. 

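The ESC line carried methylated FR1 with the WT OCT4SOX2 motif and was transfected with siRNAs at 25 pM for 72 h. The authors deposited deduplicated and methylated reads per CpG for 1 library each of cells with non-targeting siRNA, siOCT4 a + b, siSOX2 a + b, both pairs together, and siSOX2 b. The count columns of all 5 tables carry the same heading, although their values differ, so each table was taken for the library that its sample label names. There is 1 library per treatment, so there is no replicate and the tests compare libraries, not conditions. The library with non-targeting siRNA covered the 18 upstream CpGs with 1524 to 1543 reads, and the other libraries covered all 23 CpGs with 474 to 2857 reads. Each knockdown was compared with the non-targeting siRNA library over the 18 upstream CpGs, by a two-sided Fisher's exact test per CpG with Benjamini-Hochberg adjustment over the 72 tests. Cells without siRNA, which the paper takes as its reference, were not analysed here, and neither was the expression of SOX2 and OCT4 in these cells.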

Globally, combinations of 2 siRNAs (siOct4 a + b and siSox2 a + b) were more efficient in reducing OCT4 and SOX2 expression than individual siRNAs (Supplementary Fig. 6). It also needs to be noted that, as the two proteins reciprocally regulate their expression^35^, knockdown of one also affected the expression of the other. Overall, siSOX2 a + b siRNAs reduced SOX2 expression by ~45% and OCT4 expression by ~40%, while siOCT4 a + b siRNAs reduced OCT4 expression by ~80% and SOX2 expression by ~25% (Supplementary Fig. 6). Finally, combining all siRNAs reduced SOX2 expression by ~40% and OCT4 expression by ~75%. Methylation analysis revealed that all knockdown combinations increased the methylation level around the WT binding sites by ~2.5-fold relative to no-siRNA condition (from 16 to 38–40%—Fig. 3c), further confirming the direct role of SOX2 and OCT4 in inducing DNA demethylation at OCT4SOX2 binding sites. 

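With non-targeting siRNA, mean methylation of the 18 upstream CpGs was 24.3% (95% Wilson interval 22.2% to 26.5%). It was 39.4% with siOCT4 a + b, 40.4% with siSOX2 a + b and 38.6% with both pairs, which is 15.1, 16.2 and 14.3 points higher, or 1.62, 1.67 and 1.59 times the value with non-targeting siRNA. With siSOX2 b alone it was 29.4%, or 5.13 points higher. Of the 72 tests, 63 showed significantly higher methylation after knockdown and 2 showed lower, at −211 bp, with smallest and largest adjusted p of 3.31e-149 and 0.792 (Fisher's exact test). For the combinations with 2 siRNAs against a gene, the largest differences were at −103 bp, from 32.8 to 40.7 points. With single libraries, differences between transfections that are unrelated to the knockdown cannot be estimated. The paper compares with cells without siRNA and concludes that SOX2 and OCT4 have a direct role in demethylation at OCT4SOX2 binding sites.

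**Figure D4:**
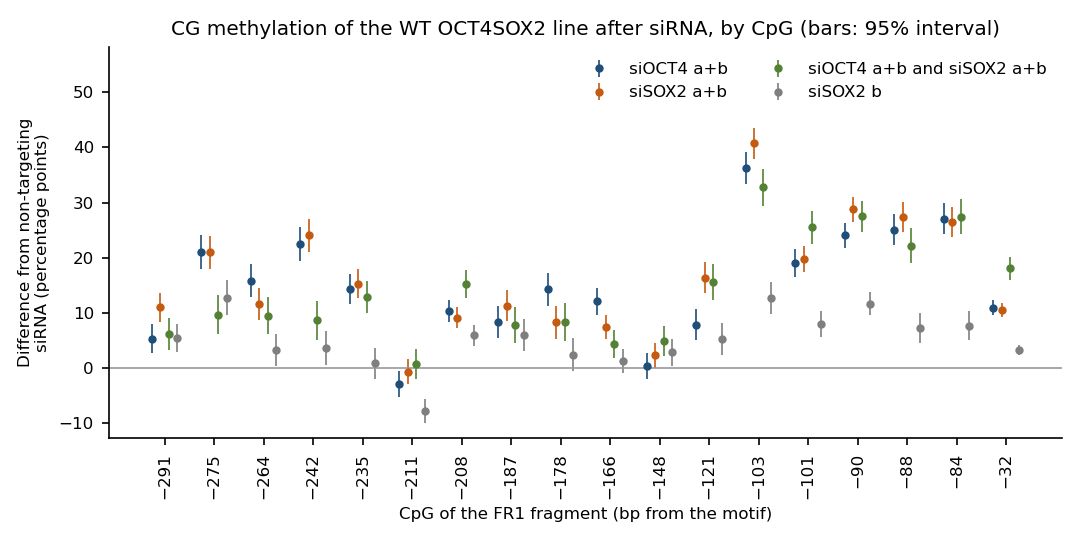
Difference in CG methylation from the non-targeting siRNA library (percentage points, y axis) at each of the 18 upstream CpGs (x axis, bp from the motif) in 4 knockdown libraries, with 95% intervals from the reads as bars. Most points lie above 0, up to 40.7 points at −103 bp, and those at −211 bp lie between −7.80 and 0.706 points.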

Accounting for the lower efficiency of SOX2 knockdown, the data suggest that, while both OCT4 and SOX2 contribute to DNA demethylation around their binding sites, SOX2 role is more prominent.

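Over the 23 CpGs shared by the knockdown libraries, methylation was 36.7% with siOCT4 a + b, 39.8% with siSOX2 a + b and 38.0% with both pairs. siOCT4 a + b was −3.08 points from siSOX2 a + b on average, with 4 CpGs significantly higher and 10 lower. The combination of both pairs was 1.34 points from siOCT4 a + b (10 CpGs higher, 7 lower) and −1.74 points from siSOX2 a + b (4 higher, 9 lower), so these 3 libraries differed in both directions along the fragment. siSOX2 a + b was 10.2 points above siSOX2 b, at 20 CpGs higher and 1 lower. These comparisons are between single libraries and do not account for the residual expression of either factor.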

### Effect of PPFs and SPFs on DNA methylation correlates with their expression and activity

To further confirm that the observed methylation changes are directly driven by the activity of the assigned PPFs and SPFs, we sought to measure the correlation between the expression level of these factors and their effect on the methylation status of their binding sites. We therefore induced differentiation of the transgenic ESC pool into NPs^36^ (Supplementary Fig. 7c). 

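Between the 3 NP and the 3 ESC libraries, 3408 of 15197 tested genes were called differentially expressed by edgeR's quasi-likelihood test, 1891 higher and 1517 lower in NPs. Without the filter on low counts, the alternative that moved this number most, 5281 genes were called, and with each library left out in turn 2464 to 3413 genes. The largest rises were in Hoxb5os, Hoxb6 and Dbx1, none of which had a count in ESCs, at least 1830-fold, 1050-fold and 978-fold higher in NPs; Hoxb5os and Hoxb6 overlap on opposite strands, which the counting did not separate. The largest falls were in Aoah, Gm46332 and Platr10, at least 263-fold, 129-fold and 783-fold lower. Among the 27 PF genes, 26 were tested and 14 were called, 7 in each direction, and 14 also when adjusted over the list alone. Sox9 rose most, from below 0.1 RPKM in each ESC library to 20.6 ± 2.90 RPKM (SD, n = 3), a log2 fold change of 8.45 (standard error 0.27, adjusted p = 3.1e-07, edgeR). Foxa1, Pax7, Sox17, Gata3, Gata6 and Ets1 also rose, with log2 fold changes of 5.29, 5.65, 5.00, 4.09, 3.56 and 2.09. Pou5f1, Nanog, Otx2 and Klf4 fell, with log2 fold changes of −8.49, −8.25, −5.71 and −4.69. Rest, Foxd3 and Sox2 were lower as well, with log2 fold changes of −2.94, −3.34 and −2.07. Klf4, Rest, Foxd3 and Sox2 were still above 1 RPKM in each NP library, Klf4 at 2.79 ± 0.17 and Sox2 at 54.0 ± 7.40 RPKM. Ctcf, E2f1, Mycn and Nfya were not called, with log2 fold changes of −0.19, 0.37, −0.20 and 0.16. In NPs, 24 of the 27 PF genes were above the limit for high expression, all but Esr1, Nanog and Otx2. Pou5f1 only just passed it, with a mean log2(1 + RPKM) of 1.01. Its NP libraries had 0.939, 1.85 and 0.48 RPKM.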

Comparison of gene expression profiles derived by RNA sequencing (RNA-Seq) data in ESCs and NPs highlighted the differences in the expression of the tested PFs between the two cell types (Fig. 4a, b). Hi-TransMet was then performed in NPs and methylation levels around PF motifs in ESCs and NPs were compared.

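For NPs, the transgenic ESC pools were differentiated for 8 days, and the authors deposited the same kind of table for each condition. The −SssI table holds 7 runs, of which runs 9, 10 and 2 were alike in their fragment counts, and the +SssI table, shared by 2 samples, holds 9 runs, of which 9 and 2 were alike. The 1196 CpG values of the 52 fragments had 11 to 3333 reads (median 254.5) in the −SssI condition and 10 to 3010 reads (median 413.5) in the +SssI condition. A run with both fragments was found for 25 of the 26 motifs in the −SssI condition and for 18 in the +SssI condition. Normalization, tests and the definition of HMRs were those used for ESCs.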

**Fig. 4:**
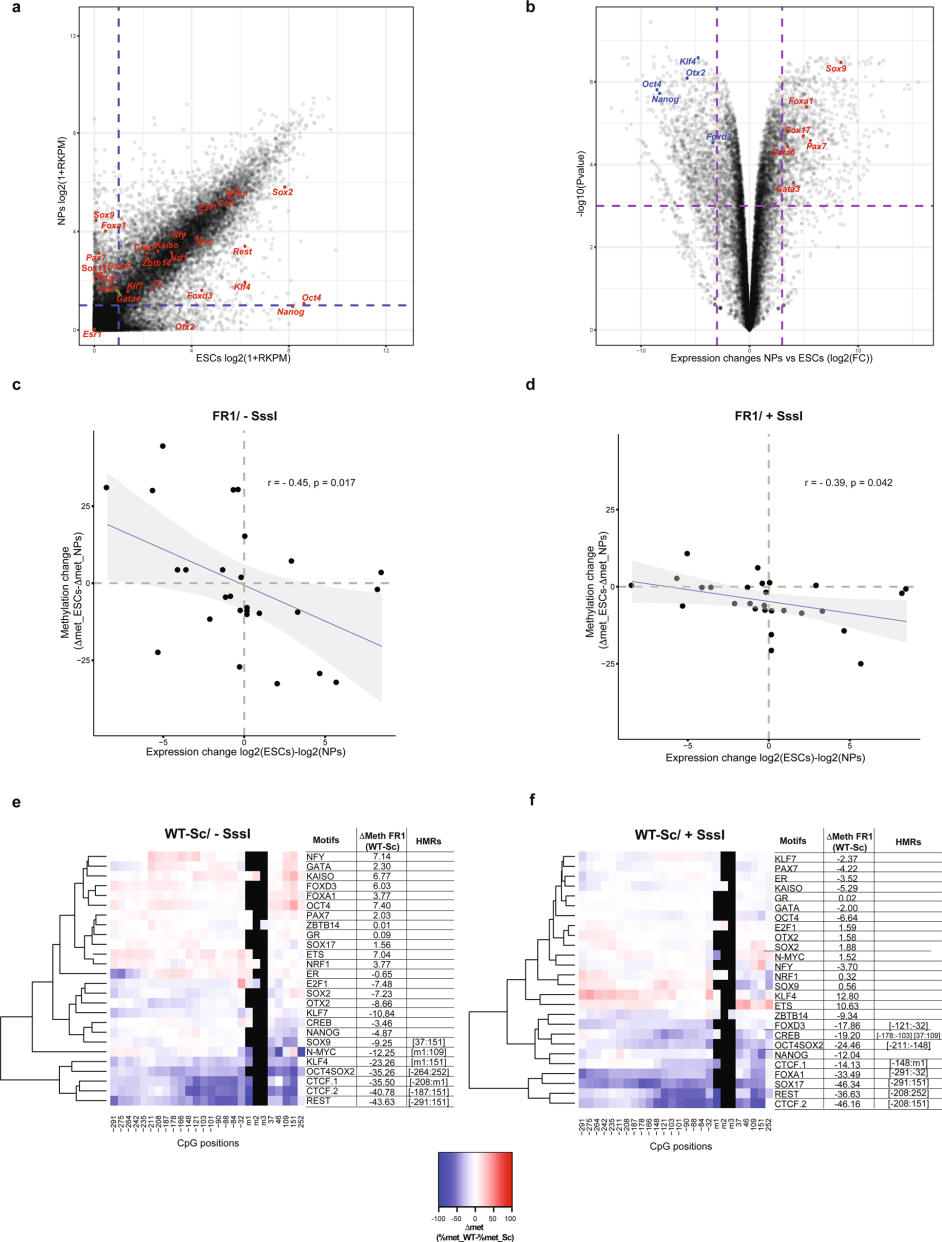
PPFs and SPFs are cell-type specific. **a** Scatter plot showing differential gene expression between ESCs (*x* axis) and NPs (*y* axis) based on RNA-Seq data. Tested PFs are labelled in red. A cut-off of Log2(1 + RPKM) < 1 (dashed lines) was used to separate PF expression levels into low and high. **b** Volcano plot highlighting genes with a significantly different expression levels between ESCs and NPs. Cut-off is indicated by the dashed lines. **c**, **d** Scatter plots comparing differential expression of each tested PF in ESCs and NPs against the change in Δmet between ESCs and NPs (ΔΔmet = Δmet_ESCs − Δmet_NPs) of the FR1 containing the corresponding PF motif in −SssI (**c**) and +SssI (**d**) conditions. Each dot represents ΔΔmet for FR1 fragment with one motif. Data were analysed by two-sided Pearson’s correlation test, with the error bands corresponding to the confidence interval. *r* = Pearson correlation coefficient; *p* = p value. **e**, **f** Differential methylation (Δmet) between WT and Sc motifs in the FR1/−SssI (**e**) and in the FR1/+SssI (**f**) conditions in NPs. Differential methylation was calculated for each CpG as Δmet = %met_WT − %met_Sc and represented by a colour code. Results were hierarchically clustered using the complete linkage method with Euclidian distance. CpGs’ distance from the 5’ end of the motifs is indicated below the heatmaps. The coordinates of statistically significant hypomethylated regions (HMRs) in WT condition are indicated on the side.

First, differential expression of each tested PF between ESCs and NPs was plotted against the changes in Δmet between ESCs and NPs of the FR1 containing the corresponding PF motif (ΔΔmet = Δmet ESCs − Δmet NPs). This showed an overall anticorrelation in both −SssI and +SssI conditions (Fig. 4c, d), indicating that methylation changes are indeed driven by the direct activity of the corresponding PFs.

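For each of the 26 motifs, the difference in mean log2(1 + RPKM) between ESCs and NPs was set against ΔΔmet, with the mean of Gata3, Gata4 and Gata6 for GATA and of Pou5f1 and Sox2 for OCT4SOX2. The correlation is across motifs, which share cells and libraries and are not independent replicates. Pearson's r for the −SssI condition was 0.04 (permutation p = 0.864, 0.864 after Benjamini-Hochberg adjustment over both conditions) and Spearman's rho was −0.02 (permutation p = 0.923). In the +SssI condition, r was −0.29 (permutation p = 0.152, adjusted 0.303) and rho was −0.36 (permutation p = 0.0762). Leaving out OCT4 and NANOG, the motifs farthest from the median on the x axis, gave r of −0.13 (permutation p = 0.532) and −0.52 (permutation p = 0.00894). With all motifs that could be compared kept in, the alternatives that moved r most were the comparison of WT and Sc within runs in the −SssI condition (0.23 over 24 motifs, permutation p = 0.275) and a coverage minimum of 50 reads in the +SssI condition (−0.19 over 23 motifs, permutation p = 0.376). From the anticorrelation it reports in Fig. 4c, d, the paper concludes that the methylation changes are driven by the direct activity of the PFs.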

We then sought to identify PPFs and SPFs in NPs. Average methylation levels highly increased during differentiation, reaching 81.7% around Sc motifs in the −SssI condition (Supplementary Figs. 5a and 7a) and 85.9% around Sc motifs in the +SssI condition (Supplementary Figs. 5a and 7b). 

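Sc fragments in NPs averaged 89.8% ± 3.58 (SD over 26 fragments) in the −SssI condition and 86.5% ± 6.56 in the +SssI condition, and the fragment without a motif was at 89.9% and 86.6%. Paired by fragment, methylation was 32.5 ± 17.0 points higher in NPs than in ESCs in the −SssI condition, in 26 of 26 fragments, and 18.7 ± 13.3 points higher in the +SssI condition, in 25 of 26. Both differences gave p = 1e-05, the smallest value that 100000 sign-flip permutations can give. The test takes fragments of a single pool per cell type as units, so it does not cover differences between pools. Runs of ESCs under −SssI also differed from each other, with Sc means of 36.4% in run 4 and 78.2% in run 5. The spread between Sc fragments was smaller in NPs than in ESCs under either condition.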

In the −SssI condition, statistical analysis identified HMRs around CTCF.1, CTCF. 2, REST, KLF4, OCT4SOX2, SOX9 and N-MYC binding sites (Fig. 4e and Supplementary Table 3). On the other hand, FR1/+SssI data analysis identified CTCF, REST, OCT4SOX2, SOX17, CREB, FOXA1 and FOXD3 as SPFs (Fig. 4f and Supplementary Table 3).

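Among NPs of the −SssI condition, HMRs were found at 9 of 26 motifs, including 6 of the 7 motifs named here. REST had 47.9% methylation at the WT and 93.4% at the Sc fragment, a Δmet of −45.4 points (95% interval ± 6.21). Δmet was −44.3 points (± 5.97) for CTCF.2, −38.8 (± 7.12) for CTCF.1, −36.3 (± 4.72) for OCT4SOX2 and −22.2 (± 6.09) for KLF4, and all 4 had an HMR within runs. There, Δmet was −51.5, −42.6 and −26.0 points for CTCF.2, CTCF.1 and KLF4, and −61.3 points for OCT4SOX2 at the 5 downstream CpGs that could be compared, where it was −52.9 points over all runs. For SOX9, Δmet over the fragment was −9.58 points (± 5.94), with an HMR of 4 CpGs from 37 to 151 bp that was not found within runs (−7.06 points). N-MYC had 76.1% and 88.0%, a Δmet of −11.9 points (± 24.2) with a median of 12 reads at the WT fragment; 7 of its CpGs were significantly lower, without an HMR. The further motifs with an HMR were NANOG, SOX2 and CREB, at −3.72, −7.41 and −2.36 points over the fragment. Requiring Δmet of −20 points moved the number of HMR motifs most, to 5. The mean over 26 motifs was −7.79 points (p = 0.0203, two-sided sign-flip permutation test).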

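Among NPs of the +SssI condition, 12 of 26 motifs had an HMR, among them all 8 motifs named here. CTCF.2 had 34.4% methylation at the WT and 84.2% at the Sc fragment, a Δmet of −49.8 points (95% interval ± 6.87), and SOX17 had 37.1% and 83.8%, a Δmet of −46.7 points (± 8.67). REST followed at −39.0 points (± 4.57), FOXA1 at −31.9 (± 17.9, median 29 reads at the WT fragment), OCT4SOX2 at −25.9 (± 7.41), CREB at −20.8 (± 13.8), FOXD3 at −17.6 (± 7.36) and CTCF.1 at −15.9 (± 6.95). Within runs, CTCF.2 (−41.6 points), SOX17 (−49.0), CREB (−23.8) and FOXD3 (−25.4) had an HMR, and so had E2F1 (−51.6), which had none over all runs, with a Δmet of 2.49 points. REST, at −37.4 points within runs with 10 significantly lower CpGs, had none, and neither had CTCF.1, at 25.9 points over 6 CpGs. No run held both fragments of FOXA1 or OCT4SOX2. The values of FOXD3 and E2F1 within runs rested on run 1, at −77.3 points (18 CpGs) and −52.5 points (25 CpGs). In runs 9 and 2, FOXD3 was at −4.955 points and E2F1 at 4.76 points (7 CpGs). FOXD3 was at −0.88 points in run 10, and E2F1 at 1.20 points in run 11 (7 CpGs). The comparison within runs was the alternative that moved the number of HMR motifs most, to 5 of the 18 motifs it could test. NANOG, SOX9, NFY and PAX7 had HMRs as well, and none of these was found within runs, where NANOG could not be compared.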

### SPF-dependent DNA demethylation is not sufficient to increase chromatin accessibility

By definition, PF binding to condensed chromatin leads to increased accessibility of the surrounding region. Studies proposed several underlying mechanisms of this process: steric hindrance, recruitment of chromatin remodellers, or cooperativity with other TFs^37–43^. Our system has the advantage of allowing to assess the effect of PFs on chromatin accessibility, independent of their collaboration with other TFs, thanks to the absence of TFBSs in the vicinity of the tested motif. We therefore used ATAC-Seq to assess chromatin accessibility around OCT4SOX2 and CTCF binding sites within the FR1 (Supplementary Fig. 8). Results indicate that, while CTCF, OCT4 and SOX2 bind to their motifs, as evidenced by ChIP (Figs. 1d and 5c and Supplementary Fig. 9), and induce DNA demethylation, these events are not sufficient to generate chromatin accessibility of the surrounding region (Fig. 5a, b). While these results need to be reproduced on other PFs, they propose that collaboration with multiple sequence-specific DNA-binding factors is needed to result in changes in the chromatin structure, in agreement with previous studies^40–42^.

**Fig. 5:**
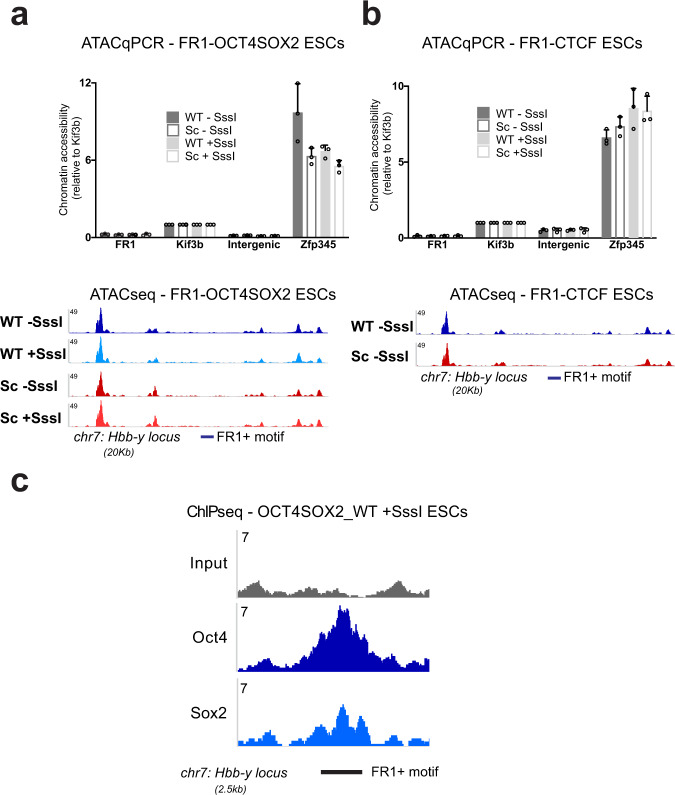
SPF activity is not sufficient, in isolation, to generate chromatin accessibility. **a**, **b** Upper panels. Results of ATAC-qPCR experiments in FR1_OCT4SOX2 ESCs (**a**) and FR1_CTCF ESCs (**b**) containing WT and Sc motifs in −SssI and +SssI conditions. We measured very low levels of chromatin accessibility at the FR1 locus in all four conditions when compared to known accessible (*Zfp345* large ATAC-peak; *Kif3b* medium ATAC-peak) and inaccessible (*Intergenic* small ATAC peak) regions of the chromatin in mESCs^97^. Results are shown as mean+SD of *n* = 3 biologically independent replicates. Source data are provided as a Source data file. Lower panels. Representative genome browser tracks of the chromatin accessibility landscape around the FR1 locus. ATAC-Seq experiments were performed in FR1-OCT4SOX2 ESCs containing WT/±SssI and Sc/±SssI motifs (**a**) and in FR1-CTCF ESCs containing WT/−SssI and Sc/−SssI motifs (**b**). The ATAC-Seq signal is low over the FR1 locus compared to neighbouring accessibility peaks, highlighting the low levels of chromatin accessibility, which remain unchanged despite SPF binding in the WT conditions. **c** OCT4 and SOX2 ChIP-Seq in FR1 OCT4SOX2 ESCs reveals binding of both TFs at the FR1 locus. Displayed are representative genome browser tracks of the ChIP-Seq data across the FR1 locus.

### Most SPFs induce TET-dependent DNA demethylation

Next, we sought to determine the mechanisms used by SPFs to demethylate their binding sites. DNA demethylation could occur in a replication-dependent fashion through the inhibition of the methylation maintenance machinery, notably the DNA methyltransferase DNMT1. Another possibility is that SPFs could induce replication-independent active demethylation processes.

TET-dependent oxidation of 5-methylcytosine (5mC) into 5-hydroxymethylcytosine (5hmC) is currently considered an essential step for active DNA demethylation. Several groups published interactions between PFs and TET enzymes^44–50^ (Supplementary Table 1), consistent with studies reporting correlation between low levels of 5mC and high levels of 5hmC and TET proteins at TFBSs^44,51^.

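In the TET TKO ESC line, the methods place the RMCE cassette at the Hbb-γ gene, between 1300 bp upstream and 2332 bp downstream of its ATG. The annotation lists this gene as Hbb-y (ENSMUSG00000052187), a gene of 3 exons on the minus strand of chromosome 7 of GRCm38, from 103851749 to 103853216. With the A of the ATG at 103853152, the positions are 103854452 and 103850821, and Hbb-y is the only annotated gene between them. FR1 was inserted after in vitro methylation, and the authors deposited 1 table of deduplicated and methylated reads with 3 runs, for which they did not apply the filter on non-CG methylation that they used in the other cells. The 1196 CpG values of 52 fragments had 18 to 505 reads, with a median of 110. Nearly all upstream reads came from run 10, with 6294 reads against 30 and 9 in runs 9 and 11, so a comparison within runs adds little to the pooled values upstream of the motif.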

To address the functional involvement of TET proteins in SPF-dependent DNA demethylation, we performed Hi-TransMet on FR1/+SssI in mESCs lacking all TET proteins (TET1/2/3 triple knockout or TKO)^52^. 

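In the TET TKO cells, CG methylation averaged 88.6% ± 7.92 (SD over 26 Sc fragments), from 70.1% around the Sc motif of OTX2 to 98.0% around that of NANOG, and it was 88.0% on FR1 without a motif. Paired by fragment, this is 20.8 ± 12.0 points above ESCs in the +SssI condition, and higher for 26 of 26 fragments (p = 1e-05, the smallest value that 100000 sign-flip permutations can give). The test takes fragments of a single pool per cell line as units, so it does not cover differences between pools. The cell lines also differ in the filter on non-CG methylation, which was left out for the TET TKO reads. Non-CG methylation was not analysed here.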

In the absence of TET proteins, average methylation levels of FR1 are significantly higher than in ESCs expressing TETs, both in CG context (88.6% around Sc motifs, Fig. 6a and Supplementary Fig. 5a) and non-CG context (6.3% around Sc motifs, Supplementary Fig. 5b), suggesting that TET proteins are responsible for the majority of TF-independent demethylation events observed in the previous experiments. Moreover, most SPF-dependent DNA demethylation activity is weak or absent in TET TKO cells, indicating that SPFs mainly induce active DNA demethylation (Fig. 6b). 

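At the 10 motifs called SPFs in ESCs, mean Δmet was −41.5 points in ESCs and 3.34 points in TET TKO cells, a difference of 44.9 ± 15.8 points (SD over motifs), with Δmet higher in TET TKO cells at 10 of 10 motifs (p = 0.00195, exact two-sided sign-flip permutation test, the smallest p that 10 motifs allow). At the other 16 motifs, mean Δmet was −3.50 and −1.94 points, a difference of 1.56 ± 16.2 points (p = 0.701, permutation test). Within runs, where OCT4SOX2 could not be compared, the difference over the other 9 motifs was 35.7 points, with Δmet higher in TET TKO cells at 8 of them and lower for E2F1 (−6.25 against −4.31 points). In TET TKO cells, KLF4, REST, SOX9, SOX17, GR and N-MYC had Δmet above 0, from 7.55 points at GR to 22.8 points at N-MYC. Of the 10 motifs, CTCF.2 (−11.6 points, 95% interval ± 7.63), E2F1 (−6.16, ± 6.67) and OCT4SOX2 had an HMR, and CTCF.1 (−2.43, ± 5.56) had none. The mean over all 26 motifs was 0.09 points (p = 0.97, permutation test). From the weak or absent demethylation without TET proteins, the paper concludes that SPFs mainly induce active DNA demethylation.

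**Figure D5:**
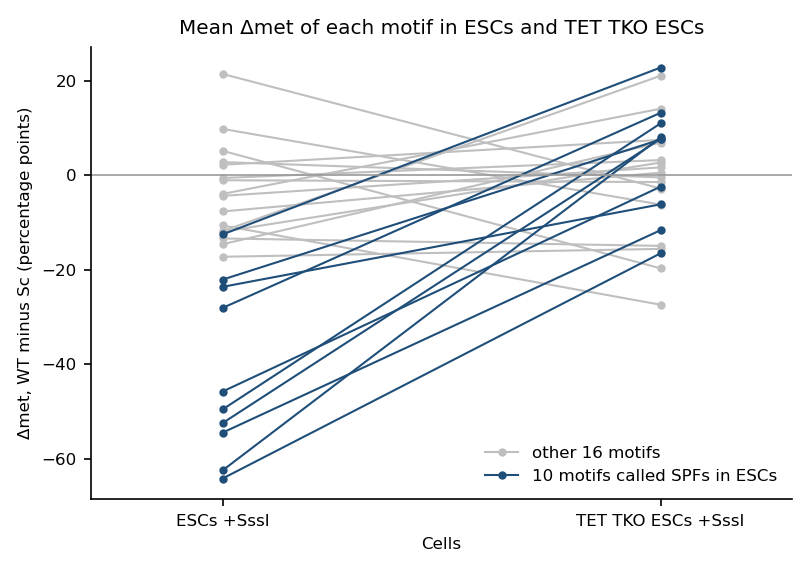
Mean Δmet (percentage points, y axis) of each motif in ESCs and in TET TKO ESCs, both under the +SssI condition (x axis), with 1 line per motif, dark for the 10 motifs called SPFs in ESCs and grey for the other 16. All 10 dark lines rise, from a mean of −41.5 to a mean of 3.34 points, while 9 of the 16 grey lines rise.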

Interestingly, demethylation still occurs in the absence of TETs at the OCT4SOX2 binding site. 

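Around OCT4SOX2 in TET TKO cells, methylation was 75.5% at the WT fragment and 92.1% at the Sc fragment, a Δmet of −16.5 points (95% interval ± 10.7; median 80 and 108 reads). Of its 23 CpGs, 14 were significantly lower by 10 points or more, and 11 of them, from −264 to −103 bp, formed an HMR with a mean of −35.6 points and a largest adjusted p of 0.000107 (Fisher's exact test per CpG). Within runs, Δmet was −17.1 points, but nearly all upstream reads came from 1 run. Over all runs, Δmet was −24.2 points upstream of the motif and 11.0 points downstream. The mean over the fragment was not below −19.03 points, the 5th percentile of all pairs of different Sc fragments in these cells.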

Although no statistically significant HMRs were identified, this is also observed at the SOX2-only binding site but not at the OCT4-only binding site. 

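The SOX2 motif had 71.6% and 87.2% at its WT and Sc fragments, a Δmet of −15.6 points (95% interval ± 8.98), with 13 significantly lower CpGs. By the region rule applied here, 5 of them from −32 to 151 bp formed an HMR. For OCT4 alone, Δmet was 6.89 points (± 9.83), within its interval, and no CpG was significantly lower by 10 points or more. HMRs were found for 7 of the 26 motifs in TET TKO cells, and in 837 of 1000 random pairings of Sc fragments with each other at least as many pairs had one.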

Other PF motifs that have lower methylation under these conditions are FOXD3, GATA and ETS1. 

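ETS had the lowest Δmet of the 26 motifs in TET TKO cells, with 68.0% methylation at the WT and 95.4% at the Sc fragment, a difference of −27.4 points (95% interval ± 10.1), and an HMR of 15 CpGs from −264 to −84 bp. GATA had 69.7% and 89.4%, a Δmet of −19.7 points (± 11.9), and FOXD3 had 79.9% and 94.9%, a Δmet of −15.0 points (± 7.94). GATA had HMRs from −291 to −211, −187 to −121 and 37 to 109 bp, and FOXD3 from −211 to −103 and −90 to −32 bp. ETS and GATA were the only motifs below −19 points, the 5th percentile of all pairs of different Sc fragments in these cells.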

GATA factors and ETS1 have very low expression in ESCs although they are slightly upregulated in TET TKO cells (Fig. 6c). It is therefore difficult to determine whether the effect observed around their corresponding motifs is directly driven by these factors. On the other hand, FOXD3 is both highly expressed in TET TKO cells (Fig. 6c) and shows moderate SPF activity in NPs. 

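In the TET TKO libraries, Tet1 (chromosome 10, 62804570 to 62908996 on GRCm38) and Tet2 (chromosome 3, 133463679 to 133545139) were lower than in ESCs, with 13.5 ± 2.38 against 65.1 ± 3.92 RPKM and 2.48 ± 0.197 against 19.0 ± 2.47 RPKM (SD, n = 3). Their log2 fold changes were −2.28 (adjusted p = 8.67e-05) and −2.94 (adjusted p = 1.74e-05, edgeR's quasi-likelihood test). Tet3 was below 1 RPKM in both, at 0.551 ± 0.0724 and 0.715 ± 0.0744 RPKM. Between TET TKO cells and ESCs, 322 of 13939 tested genes were called, 153 higher and 169 lower; with library sizes alone in place of TMM scaling, 99 were higher and 191 lower, and the median log2 fold change over all genes moved from 0.12 to −0.05. The count was 1263 without the filter on low counts and 50 to 329 with each library left out in turn, falling to 50, 59 and 74 without ESC replicates 1, 2 and 3 and to 126 and 190 without TET TKO replicates 1 and 2. Ets1 (ENSMUSG00000032035, chromosome 9, 32636221 to 32757820) had 0.626 ± 0.141 RPKM in ESCs and 1.32 ± 0.273 in TET TKO cells, a log2 fold change of 1.07 (standard error 0.25, adjusted p = 0.013, edgeR), below the fold change limit. Gata3 (ENSMUSG00000015619, chromosome 2, 9857078 to 9890034) rose from 0.225 ± 0.144 to 1.98 ± 1.06 RPKM, a log2 fold change of 3.14 (standard error 0.65, adjusted p = 0.00892, edgeR), and was not called either. Gata4 and Gata6 did not rise, with 0.696 ± 0.208 and 0.323 ± 0.0549 RPKM in TET TKO cells and 0.851 ± 0.141 and 0.352 ± 0.115 in ESCs.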

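Foxd3 (ENSMUSG00000067261, chromosome 4, 99656299 to 99658622) had 6.67 ± 2.70 RPKM in TET TKO cells (SD, n = 3; 4.90, 9.78 and 5.33 in the 3 libraries), above the limit for high expression. In ESCs it had 20.3 ± 4.01 RPKM, a log2 fold change of −1.62 in TET TKO cells (standard error 0.28, adjusted p = 0.00456, edgeR's quasi-likelihood test), which is not past the limit on adjusted p.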

SOX2 and FOXD3 might therefore lead to passive DNA demethylation, a possibility that we tested in the following paragraph. As TET TKO ESCs cannot be differentiated into NPs, NP-specific SPFs were also included in the following experiments aimed at testing SPF-dependent passive demethylation.

**Fig. 6:**
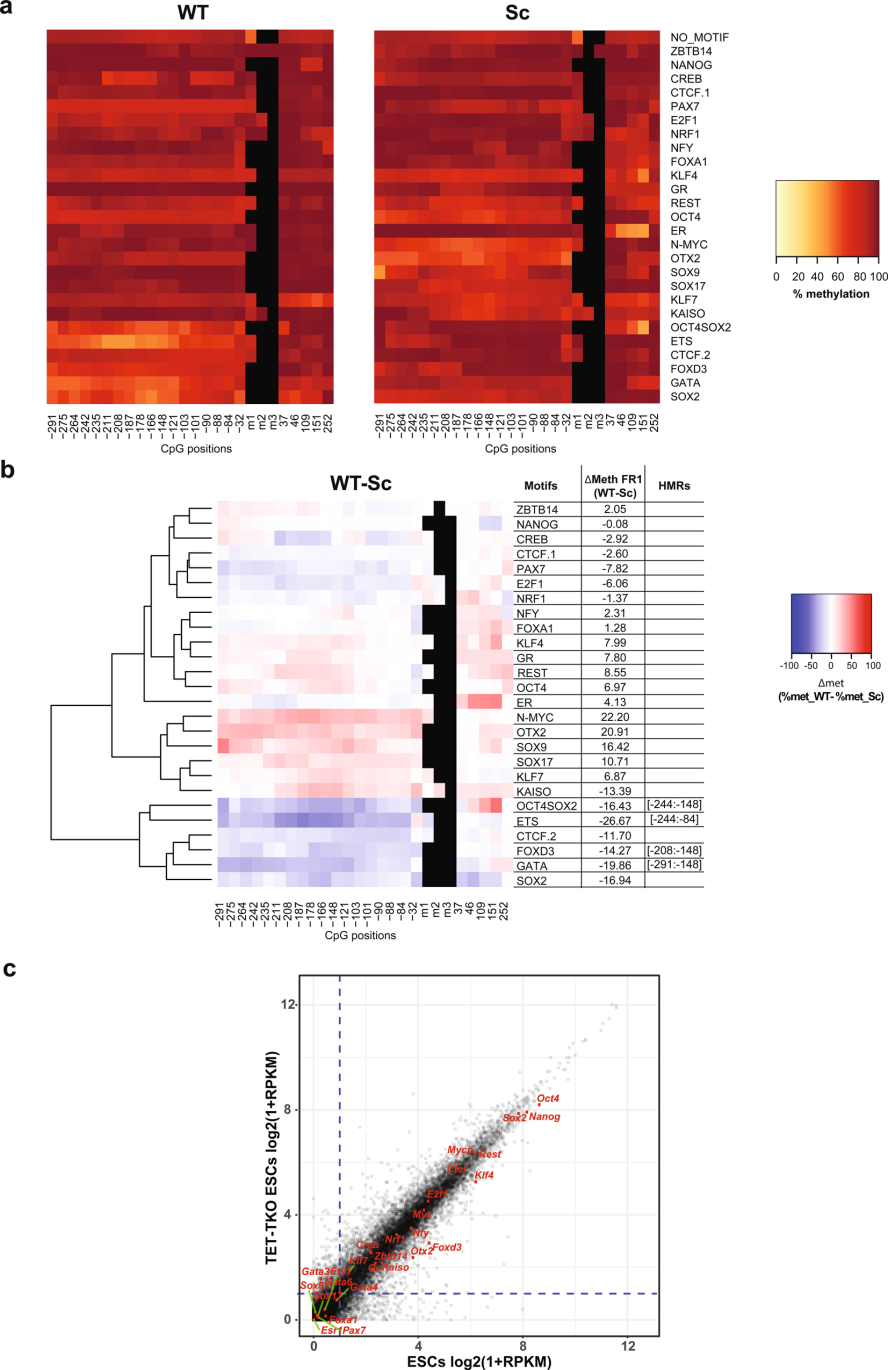
Most SPFs induce TET-dependent active DNA demethylation. **a** Heatmaps indicating methylation percentages of individual CpGs in the FR1 containing WT (left panel) and Sc (right panel) motifs in the +SssI condition in TET TKO ESCs, as in Figs. 2a and 3a. **b** Differential methylation between WT and Sc motifs in the FR1/+SssI condition in TET TKO ESCs, as in previous figures. **c** Scatter plot showing differential gene expression between WT (*x* axis) and TET TKO (*y* axis) ESCs based on RNA-Seq data. Tested PFs are labelled in red. A cut-off of Log2(1 + RPKM) > 1 (dashed lines) was used to separate PF expression levels into low and high.

### SOX2 inhibits DNMT1 activity

Maintenance of DNA methylation through cell replication is catalyzed by DNMT1. We therefore set up an in vitro methylation assay to assess the effect of PFs on DNMT1 activity^53^. A double-stranded hemi-methylated DNA probe containing the PF motif of interest and a single CpG (either within or in the immediate vicinity of the motif) was incubated with DNMT1 protein and radioactively labelled *S*-adenosyl-l-methionine (SAM[3H]) as a methyl donor, in the presence or absence of the corresponding PF. Integration of the radioactively labelled methyl group in the unmethylated strand was measured as a readout of DNMT1 activity, and for each PF, the signal in the presence of the WT motif was normalized to the signal in the presence of the Sc motif.

Results showed that only SOX2, and to a lesser extent OTX2 and ETS1, among all tested SPFs and non-SPFs, significantly reduce DNMT1 activity (Fig. 7a). Moreover, the presence of SOX2 alone, but not OCT4, is sufficient to significantly reduce DNMT1 activity on the DNA probe containing OCT4SOX2 motif, further confirming that SOX2 inhibits DNMT1 activity on hemi-methylated DNA (Fig. 7b). Unlike SOX2, FOXD3 does not affect DNMT1 activity. This suggests that FOXD3 might induce TET-independent active demethylation; however, further studies are needed to confirm this activity. Finally, NP-specific SPFs SOX17, CREB and FOXA1 do not affect DNMT1 activity, suggesting that they depend on TETs to induce demethylation.

**Fig. 7:**
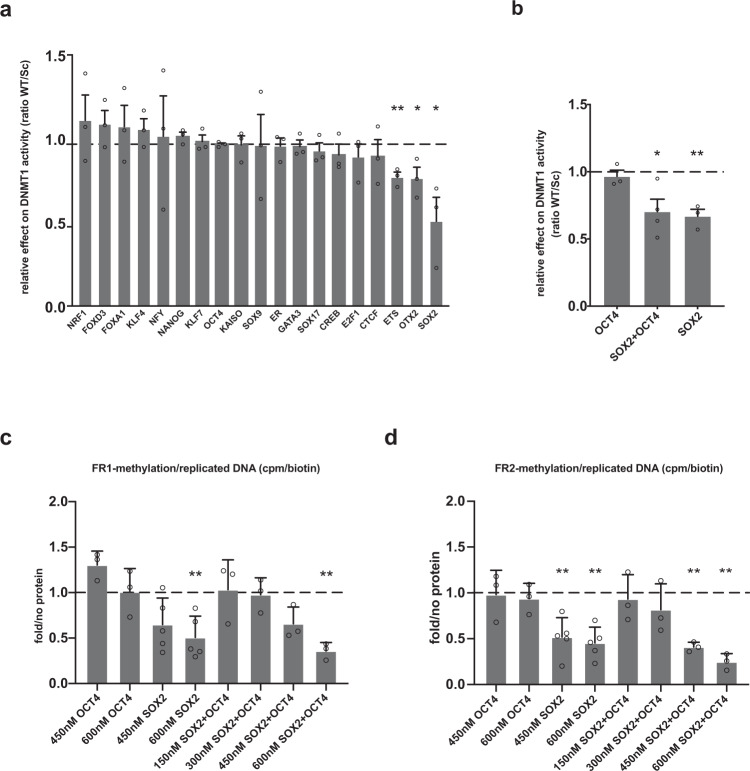
SOX2 inhibits DNMT1-dependent maintenance of DNA methylation during replication. **a** In vitro methylation assay to measure DNMT1 methyltransferase activity using hemi-methylated probes containing WT or Sc PF motifs in the presence or absence of the corresponding PF. Relative DNMT1 activity is represented as scintillation counts in WT probes, corrected for the amount of recovered DNA probes and compared relative to the Sc probe. Results are shown as mean + SEM of *n* = 3 biologically independent replicates. SOX2, ETS1 and OTX2 significantly reduce DNMT1 activity. *p* values: ETS1 *p* = 0.0018, OTX2 *p* = 0.0238, SOX2 *p* = 0.026 (two-tailed unpaired *t* test; *p < 0.05, **p < 0.01). **b** In vitro methylation assay using the probe containing the OCT4SOX2 motif in the presence of OCT4, SOX2 or SOX2 + OCT4 proteins. Results are shown as mean + SEM of *n* = 3 biologically independent replicates. *p* values: SOX2 + OCT4 *p* = 0.018, SOX2 *p* = 0.003, (two-tailed unpaired *t* test, *p < 0.05, **p < 0.01). **c**, **d** In vitro replication assay to assess the effect of SOX2 and OCT4 binding on the maintenance of DNA methylation during replication. Two probes containing the OCT4SOX2 motif were used: FR1 (**c**) and FR2 (**d**). The indicated concentrations represent those of active hOCT4 and hSOX2 recombinant proteins that were used. Methylation levels following replication are measured based on the integration of radioactively labelled methyl group during replication and compared to “no_protein” control. Results are presented as mean + SD of *n* = 5 (hSOX2 samples) or *n* = 3 biologically independent replicates (hOCT4 and hOCT4 + hSOX2 samples) and analysed as radioactive signal in the presence of the protein relative to the signal in the absence of protein. *p* values: FR1_600nM_SOX2 *p* = 0.0092, FR1_600nM_OCT4 + SOX2 *p* = 0.0068, FR2_450nM_SOX2 *p* = 0.0071, FR2_600nM_SOX2 *p* = 0.0021, FR2_450nM_OCT4 + SOX2 *p* = 0.0026, FR2_600nM_OCT4 + SOX2 *p* = 0.0047 (two-tailed unpaired *t* test, **p < 0.01). For all panels, source data are provided as a Source data file.

### SOX2 inhibits DNMT1-mediated DNA methylation maintenance during replication

To address whether SOX2-dependent inhibition of DNMT1 takes place during DNA replication, we set up an in vitro assay aimed at assessing the effect of TFs on the maintenance of DNA methylation during DNA replication^54,55^ (Supplementary Fig. 10a, b). A bacterial DNA fragment containing the tested motif was cloned into an SV40 replication vector^56^ to generate the replication substrate. Incubation of the substrate with T-Antigen, a replication cocktail and cellular extracts, allows its replication. Addition of biotinylated dUTP to the reaction marks nascent DNA with biotin, allowing streptavidin precipitation of replicated DNA. Complete replication was verified by digestion with the DpnI enzyme, which cuts specifically at GATC sites when the adenosine residue is methylated (m6A). As m6A is not maintained during replication, replicated templates are protected from digestion (Supplementary Fig. 10c). After immunoprecipitation with streptavidin beads, DNA methylation can be detected either by incorporation of SAM[3H] to the reaction or by bisulfite sequencing of the replication products. When the substrate is methylated by treatment with SssI prior to the replication reaction, maintenance of methylation is detected by incorporation of [3H]. In the absence of DNA methylation, no [3H] incorporation was detected, indicating that this system recapitulates maintenance of DNA methylation (Supplementary Figs. 10d and 11b).

We then performed the replication reaction in the presence or absence of the PF of interest. PF binding to the plasmid was verified by electrophoresis mobility shift assay (EMSA; Supplementary Fig. 10e); SAM[3H] incorporation was measured by scintillation counting and normalized to the signal in the absence of PFs. Results show that the substrate replicates efficiently both in the absence or presence of PFs (Supplementary Figs. 10c, d and 11c) and replicated templates maintain DNA methylation in the absence of PFs (Supplementary Fig. 10d). However, to rule out the possibility that differences in replication efficiency observed in the presence of PFs (Supplementary Fig. 11c) could affect the results, we normalized the methylation measures to replication efficiency (biotin-dUTP incorporation). In the presence of SOX2 protein, we observed a significant reduction in the methyl group incorporation both around SOX2-only and OCT4SOX2 WT motifs, indicating that SOX2 interferes with the maintenance of DNA methylation during replication (Fig. 7c and Supplementary Fig. 11a, b). Moreover, OCT4 does not inhibit DNA methylation maintenance during replication around the OCT4SOX2 motif (Fig. 7c), consistent with its inability to inhibit DNMT1. Results suggest a synergistic action of SOX2 and OCT4 in inhibiting DNA methylation maintenance, as shown after addition of both proteins to the replication reaction using the probe containing OCT4SOX2 motif (Fig. 7c). This is in agreement with the higher decrease of methylation observed by Hi-TransMet at OCT4SOX2 binding motif in comparison to SOX2-alone or OCT4-alone motifs. It is important to note that SOX2 activity does not seem to depend on the genomic context around its binding site. Indeed, experiments using FR2, another bacterial fragment with slightly higher CG content^13^ than FR1, showed the same results (Fig. 7d). Analysis of the methylation status around the motifs by bisulfite Sanger sequencing of the replicated DNA displayed a reduction in DNA methylation in the presence of SOX2, but not of CTCF, FOXA1 and NFY, around their respective binding sites (Supplementary Fig. 11b), further confirming that SOX2 recruitment leads to passive DNA demethylation by DNMT1 inhibition.

## Discussion

While PFs’ effect on nucleosome compaction is well documented, their crosstalk with DNA methylation is still poorly addressed. Here, we established Hi-TransMet, a high-throughput approach to assess the effect of TFs on DNA methylation. While we focused on PFs, this method could be used with any DNA-binding factor of interest and the throughput could be easily increased.

Using Hi-TransMet, we identified PPFs that are able to protect against de novo methylation. Our screening both confirms previously reported PPFs (NRF1^18,57^, CTCF and REST^14^) and identifies new ones, either constitutive (KLF4, SOX2, SOX9) or ESC- (KLF7, E2F1 and OTX2) and NP-specific (N-MYC) (Supplementary Table 3). Whether PPF binding shields its surrounding from DNA methyltransferases by steric hindrance or whether PPFs directly interact with DNMT3a/3b/3L leading to their inhibition awaits further studies. We also identified SPFs that, in addition to their known pioneering activities, can induce DNA demethylation at their binding sites. Constitutive SPFs are CTCF, REST, SOX2 and SOX17. ESC-specific SPFs are KLF4, E2F1, GR, N-MYC and SOX9, while NP-specific SPFs are FOXA1, FOXD3 and CREB (Supplementary Table 3). It should be noted that the cell specificity of PPFs and SPFs is largely driven by changes in their expression level, thus one could expect that these have the same effect in other cell types where they are expressed and active.

In agreement with our results, CTCF and REST were both predicted to induce DNA demethylation at their binding sites^14^. Similarly, several FOX factors were linked to DNA demethylation and TET1^58–61^. Moreover, overexpression of FOXA2, a paralogue of FOXA1, in fibroblasts correlates with chromatin opening and loss of methylation at its target sites. The pluripotency factor KLF4 was also recently shown to mediate active DNA demethylation at closed chromatin regions by interacting with TET2 during reprogramming^44^. Conversely, KLF7 was shown to interact with DNMT3a in TF protein array studies^62,63^.

PPF and SPF activity may depend not only on their expression levels but also on their interactors, post-translational modifications and roles in different cell lines. For example, retinoic acid-mediated NP differentiation induces CREB phosphorylation, a necessary modification for its DNA binding ability, which could explain its NP-specific SPF activity^64,65^. Indeed, ChIP experiments show a preferential binding of CREB to its motif in NPs when compared to ESCs, despite its expression in both cell types (Supplementary Fig. 12a). While several studies have proposed CREB to be sensitive to DNA methylation^66,67^, the lack of CREB phosphorylation in the assays used in those studies may explain this discrepancy. Also, although expressed at similar levels in ESCs and NPs, NRF1 and KLF7 lose their protecting ability in NPs. This might indicate a lower efficiency in stably protecting against methylation in conditions where higher levels of DNA methylation are the default status, as is the case in NPs. Similarly, N-MYC induces DNA demethylation in ESCs but only protects against methylation in NPs, suggesting that it is unable to demethylate highly methylated regions. 

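Nrf1 had 7.67 ± 0.434 RPKM in NPs, a log2 fold change of −0.07 against ESCs (standard error 0.10, adjusted p = 0.59, edgeR's quasi-likelihood test), and Klf7 had 1.91 ± 0.143 RPKM, a log2 fold change of 0.26 (standard error 0.17, adjusted p = 0.217, edgeR). In the −SssI condition in NPs, the NRF1 fragments had 93.1% methylation at the WT and 90.1% at the Sc motif, a Δmet of 3.04 points (95% interval ± 5.49). KLF7 had 85.0% and 95.6%, a Δmet of −10.6 points (± 5.01), with 8 significantly lower CpGs and no HMR, and −10.1 points within runs. The loss of the difference between cell types was not itself tested for single motifs.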

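In the +SssI condition in NPs, N-MYC had 88.6% methylation at the WT fragment and 86.9% at the Sc fragment, a Δmet of 1.71 points (95% interval ± 4.17; median 455 and 496 reads), and no HMR. No run held both fragments with at least 10 reads. Mycn expression in NPs was 51.6 ± 2.51 RPKM (SD, n = 3), with an adjusted p of 0.148 against ESCs (edgeR's quasi-likelihood test).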

Earlier reports on N-MYC are somewhat contradictory: on one hand, N-MYC was shown to be strongly linked to regions harbouring H3K4me3 histone marks, therefore most likely having low DNA methylation levels^68^, and loss of N-MYC was associated with heterochromatinization in neuronal stem cells^69^. On the other hand, N-MYC was reported to bind to hypermethylated regions in neuroblastoma cell lines, although binding sites in this study lack the E-box CACGTG that was present in our study^70^. GR was previously shown to bind methylated cytosines in non-CG context; however, its effect on DNA methylation was not assessed^71^. Finally, SOX9 and SOX17 have low expression levels in ESCs but display a PPF and SPF behaviour in these cells. 

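Of the SOX genes with a motif similar to those of SOX9 and SOX17, Sox15 (ENSMUSG00000041287, chromosome 11, 69655314 to 69656727 on GRCm38) had 26.3 ± 5.43 RPKM in ESCs (SD, n = 3), Sox3 (ENSMUSG00000045179, chromosome X, 60891366 to 60893430) had 2.14 ± 0.466 and Sox6 (ENSMUSG00000051910, chromosome 7, 115470872 to 116038796) had 0.0493 ± 0.00991. In NPs, Sox3 was at 61.5 ± 27.1 RPKM, Sox6 at 1.72 ± 0.292 and Sox15 at 0.695 ± 0.888, and all 3 genes were called as different from ESCs by edgeR's quasi-likelihood test (adjusted p = 9.24e-06, 1.91e-06 and 0.000207).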

While low expression levels may be sufficient for this activity, it cannot be excluded that the motifs chosen might also be recognized and bound by other SOX family members, such as SOX3, 6 and 15 that have a very similar motif (Supplementary Fig. 3).

It is important to note that all WT motifs used here were previously tested experimentally for their ability to specifically and efficiently recruit their corresponding TFs, either by ChIP experiments or by DNA/protein microarrays (Supplementary Table 2). We therefore made the assumption that the TFs are able to bind to the WT motifs in our setting, and subsequently, lower DNA methylation levels around WT motifs in comparison to those around Sc motifs are attributed to this binding event. This assumption was validated by ChIP assays performed on selected PFs, PPFs and SPFs (Supplementary Fig. 12). Moreover, in the design step, we tried to minimize the possibility of unspecific bindings to the selected WT and Sc motifs. However, one cannot completely rule out these events. Thus, Hi-TransMet is to be considered as exploratory and identified PPFs and SPFs should be confirmed in mechanistic assays as was done here with several of them.

While PFs are reported to enhance chromatin accessibility, our results suggest that the activity of a single SPF might be necessary but not sufficient to increase chromatin accessibility at its binding site. Indeed, ATAC-Seq experiments on OCT4, SOX2 and CTCF indicate that collaboration with other sequence-specific DNA-binding factors is likely required to open the chromatin (Fig. 5)^40,41^.

Considering the previously established PF ability to access their binding sites in a closed chromatin context, the identification of SPFs introduces a further level of classification and suggests a hierarchy among TFs in the fine regulation of gene expression. We propose a model where SPFs are the first to engage methylated binding sites. This is followed by DNA demethylation allowing the recruitment of additional PFs that can bind to neighbouring sequences and allow for further chromatin opening, which provides access to settler TFs (Fig. 8).

**Fig. 8:**
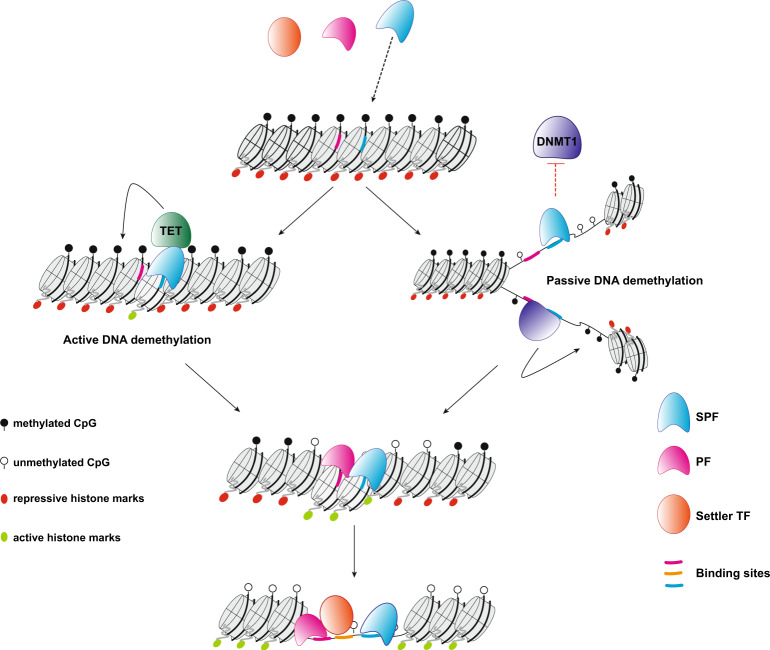
Hierarchy of transcription factor binding. SPFs engage their target sequences in closed chromatin and in the presence of DNA methylation. Upon binding, most SPFs drive DNA demethylation through active processes, mainly mediated by the TET enzymes, while SOX2 leads to passive DNA demethylation. Loss of DNA methylation allows the binding of methylation-sensitive PFs. Nucleosome remodelling and deposition of histone modifications associated with open chromatin regions, mediated by both SPFs and PFs, create a favourable environment for the binding of settler TFs.

OCT4 and SOX2 are known to widely colocalize in the genome of ESCs^29,72,73^ and were reported to be involved in maintaining a hypomethylated state at the maternal *Igf2/H19* ICR, possibly through DNA demethylation^74,75^ or by protection from de novo methylation^76^, although a mechanism of action was not formally proposed. Our study shows a loss of methylation at SOX2 and OCT4 binding sites, although this was consistently more pronounced at SOX2 alone and further at OCT4SOX2 binding sites. It can be hypothesized that, while SOX2 is more efficient in mediating demethylation and protection from the acquisition of DNA methylation, OCT4’s role is to cooperate with or to stabilize SOX2 binding, thus amplifying the effect on DNA methylation as observed at OCT4SOX2 binding sites. 

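In NPs, Δmet at the SOX2 motif was 3.63 points (95% interval ± 7.91) in the +SssI condition, and at the OCT4 motif it was 7.22 points (± 4.88) in the −SssI and −5.74 points (± 3.83) in the +SssI condition, without an HMR in any of the 3 comparisons. The HMR of SOX2 in NPs under −SssI covered 5 CpGs from −187 to −121 bp, with a mean of −16.4 points. Across the 5 pools, OCT4SOX2 thus had an HMR in each, SOX2 in 3 (ESCs and NPs under −SssI, TET TKO cells) and OCT4 in 1 (ESCs under +SssI). For OCT4SOX2 under +SssI in ESCs and NPs, and SOX2 in ESCs under −SssI, no run held both fragments. There, the runs and the motif cannot be told apart. In TET TKO cells, 837 of 1000 random pairings of Sc fragments had at least as many HMRs as the motifs.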

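Pou5f1 (OCT4) fell in NPs to 1.09 ± 0.697 RPKM (SD, n = 3; 0.939, 1.85 and 0.48 in the 3 libraries), a log2 fold change of −8.49 (standard error 0.41, adjusted p = 1.35e-06, edgeR's quasi-likelihood test). Pou3f2 (ENSMUSG00000095139, chromosome 4, 22482780 to 22488366 on GRCm38), which encodes BRN2, had 5 to 9 counts per library in ESCs and rose to 21.2 ± 7.28 RPKM in NPs, a log2 fold change of 8.70 (standard error 0.42, adjusted p = 1.35e-06, edgeR).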

In NPs, OCT4 is silenced and replaced by the related POU family member BRN2 (POU3F2) in its interaction with SOX2^27^. Interestingly, the BRN2 binding motif is highly similar to that of OCT4, so it is plausible that the SOX2–BRN2 interaction in NPs has a similar effect on DNA methylation, which could explain the demethylation observed at OCT4SOX2 binding sites in NPs. This hypothesis awaits experimental validation.

We show that SOX2 mediates replication-dependent passive demethylation and that this activity is amplified by the presence of OCT4. Although replication was reported as necessary for TFs to induce DNA demethylation^77^, our results provide evidence of direct TF interference with the activity of DNMT1 during replication in mammals. However, the exact mechanisms by which SOX2 mediates such an effect are yet to be elucidated. Based on the current knowledge, two possible mechanisms of SOX2-mediated passive DNA demethylation can be hypothesized: (1) SOX2 binding at the replication fork inhibits DNMT1 activity by steric hindrance. In this model, SOX2 binding would precede DNMT1 recruitment. This is conceivable as it was demonstrated that there is a delay in the recruitment of DNMT1 upon passage of the replication fork^78,79^. (2) SOX2 directly interacts with and inhibits components of the maintenance machinery. Indeed, a weak interaction between UHRF1 and SOX2 has been reported^80^. Finally, it would be interesting to assess the extent of this phenomenon and whether it is shared by other TFs. If it is the case, this could constitute another piece of the puzzle explaining the maintenance, or the lack thereof, of epigenetic modifications during replication.

## Methods

### Cell culture

TC-1(WT) ES cells^13^ were cultivated on dishes coated with 0.2% porcine skin gelatin (Sigma, cat. No. G1890) in high glucose–Dulbecco’s modified Eagle’s medium (DMEM; Gibco^TM^, cat. No. 31966021) supplemented with 1% NAA (Gibco^TM^, 11140035), 1:1000 homemade LIF and 1.42 nM beta mercaptoethanol. Differentiation into NPs was performed as follows^36^: 4 × 10^6^ ESCs were grown in 15 mL CA (cellular aggregates) medium (DMEM, 10% foetal bovine serum (FBS), 1% NAA, 1.42 nM beta-mercaptoethanol) in non-adherent bacteriological Greiner Petri dishes (Greiner, Bio-one 94/16 with vents, 633102). CA medium was changed after 2 days of aggregation by transferring the CA suspension into a 50 mL Falcon tube, allowing CAs for 5 min. Medium is then aspirated and CAs are gently resuspended with 15 mL CA medium. Four days after plating, CA medium is changed and supplemented with 5 μM retinoic acid (Sigma, R-2625) for another 4 days. Medium was changed every 2 days. CAs were collected at day 8 after plating.

### Insertion of RMCE cassette in TET TKO ESC line

Insertion of the RMCE Hy-TK cassette into the TET TKO mESCs was performed as follows^13^: 4 × 10^6^ cells were transfected with 100 µg of the pZRMCE plasmid linearized with SapI (NEB, R0569S) using the Nucleofector^TM^ 2b device and the Mouse ES Cell Nucleofector^TM^ Kit (Lonza, VAPH-1001). The plasmid includes a 2.4- and 3.1-kb homologous arms to the positions −1300 upstream and +2332 downstream of the *Hbb-γ* ATG start, respectively. These arms flank two inverted *LoxP* sites, which, in turn, flank the selection cassette. Upon transfection, positive selection of clones was performed using 25 μg/mL Hygromycin B Gold (InvivoGen, anti-hg-1) for 12 days. Surviving colonies were picked and screened for successful insertion by PCR (primer sequences in Supplementary Table 4).

### Recombinase-mediated cassette exchange

Bacterial fragments FR1 or FR2 (corresponding, respectively, to FR9 and FR2 fragments in ref. ^13^) were synthesized by Invitrogen GeneArt Gene Synthesis. FR1 was inserted into the RMCE donor plasmid by directional cloning using the restriction enzymes BamHI (NEB, R3136S) and HindIII (NEB, R3104L). Single-stranded oligomers containing the motifs were synthesized by ThermoFisher Scientific. For each motif, forward and reverse oligomers were annealed and cloned into the FR1 fragment by directional cloning using the restriction enzymes SphI (NEB, R3133L) and NheI (NEB, R3131L). To create the plasmid libraries, single motifs containing plasmids were mixed in equimolar fashion and co-precipitated before RMCE or M.SssI treatment.

For RMCE transfection^81^, ESCs containing the Hy-TK RMCE cassette were cultured in ES medium (15% FBS) containing 25 μg/mL hygromycin for at least 10 days and split the day before transfection. Medium was changed to 20% FBS ES medium 2 h before electroporation. Cells were then washed with phosphate-buffered saline (PBS), detached and counted. 12 × 10^6^ cells were electroporated with 75 μg of the targeting plasmid or plasmid libraries and 45 μg of plc-CRE plasmid and plated in two P10 dishes with 20% FBS ES medium, as before. Positive selection with 3 μM ganciclovir (NEB, CLSYN001) was started 2 days after transfection.

For High-TransMet libraries, the pool of surviving cell was collected after 12 days, genomic DNA was extracted and efficient recombination was verified by PCR (primer sequences in Supplementary Table 4). For the generation of individual motif cell lines, after 12 days of selection, surviving colonies were picked and screened via PCR and Sanger sequencing in order to identify the inserted motifs.

### Plasmid methylation by M.SssI treatment

When indicated, plasmid libraries were methylated before transfection using two rounds of treatment with the M.SssI CpG methyltransferase (NEB, M0226L)^82^. In each round, 100 μg of plasmids were incubated with 1× NEBuffer 2, 32 mM SAM and 22.5 μL (20,000 units/mL) M.SssI for 30 min. The reaction was then replenished with the same amounts of SAM and M.SssI in a final volume of 500 μL and incubated at 37 °C for another hour. Plasmid DNA was purified with phenol–chloroform and precipitated with ethanol. Complete methylation of the samples was verified by digestion with HpaII (NEB, R0171L), a methylation-sensitive restriction enzyme, and methylation-insensitive MspI (NEB, R0106L) as a control.

### Bisulfite conversion and PCR

Genomic DNA was extracted using the GenElute Mammalian Genomic DNA Miniprep Kit (Sigma, G1N70-1KT). Bisulfite conversion of 800 ng of genomic DNA (for Sanger sequencing) or 3 μg (for Hi-TransMet library preparation) was conducted using the EZ DNA Methylation-Gold™ Kit (Zymo Research, D5006). Regions of interest were amplified by PCR using the AmpliTaq Gold^TM^ DNA Polymerase (Applied Biosystems^TM^, N8080241) and ran on a 1% agarose gel. Bisulfite PCR programme: 95 °C 15 min; 20 touch-down cycles from 61 to 51 °C with 30 s at 95 °C, 30 s annealing T and 1 min at 72 °C; 40 cycles of 30 s at 95 °C, 30 s at 53 °C and 1 min at 72 °C; final extension at 72 °C 15 min.

For Sanger sequencing, PCR products were extracted from 1% Agarose gels using the GenElute Gel Extraction Kit (Sigma, NA1111-1KT) and cloned into the pCR^TM^4-TOPO plasmid of the TOPO® TA Cloning® Kit for Sequencing (Invitrogen, K45750), transformed into TOP10 bacteria, and plated on agar dishes with 100 μg/mL Ampicillin. Individual bacterial colonies were picked, followed by amplification and DNA extraction using the GenElute^TM^ HP Plasmid Miniprep Kit (Sigma, NA0150-1KT). Finally, the products were sequenced using the M13r primer. Results were analysed using the BISMA [http://services.ibc.uni-stuttgart.de/BDPC/BISMA/] or BiQ [https://biq-analyzer.bioinf.mpi-inf.mpg.de/] Analyser online tools^83,84^.

### Hi-TransMet library preparation and sequencing

The UMI-based library protocol consists of 3 steps: annealing, non-barcoded amplification, and adaptors’ addition (Supplementary Fig. 2a). For each library, 3 μg of bisulfite-converted DNA were used as starting material. Annealing programme: 95 °C 15 min; gradual temperature decrease from 61 °C to 51 °C, −0.5 °C/min; final extension at 72 °C 7 min. Annealing and extension were performed using the AmpliTaq Gold^TM^ DNA Polymerase (Applied Biosystems^TM^, N8080241), reaction set up according to the manufacturer’s protocol. Following a purification step to remove unused primers, DNA was subjected to a short amplification with a universal forward primer and a specific reverse bisulfite primer: 95 °C 10 min; 3 cycles of 95 °C 15 s, 50 °C 30 s, 72 °C 1 min; final extension 72 °C 5 min. Amplified DNA was purified of the reaction mix, then sequencing adaptors were added in a final amplification step: 95 °C 15 min; 30 cycles of 95 °C 15 s and 60 °C 2 min. Primer dimers were eliminated in a final purification step. Primer sequences are listed in Supplementary Table 5. The PCR steps were done using the Promega Go-TaqG2 Hot Start Green Mastermix (Promega, M7423), set up according to manufacturer’s protocol, and all the purification steps using the Qiagen GenRead Size Selection Kit (Qiagen, 180514). Correct library size was verified using the Agilent 2200 Tape Station system (Agilent, G2964AA, 5067–5584 and 5067–5585). Libraries were sequenced using Illumina MiSeq platform generating 300 bp paired-end reads (PE300).

### Chromatin immunoprecipitation

ChIP was performed using the Diagenode IP-Star Compact Automated System robot (Diagenode, B03000002) and the Diagenode AutoiDeal ChIP-qPCR Kit standard protocol (Diagenode, C01010181) on 4 × 10^6^ cells. Sonication was performed using the Diagenode Bioruptor Pico (Diagenode, B01060010) and the following conditions: 8 cycles of 30 s ON and 30 s OFF for mESCs; 10 cycles of 30 s ON and 30 s OFF for NPs. Correct DNA fragments enrichment at around 200 bp was verified using the Agilent 2200 Tape Station system (Agilent, G2964AA, 5067–5584 and 5067–5585) and by gel electrophoresis. Three independent biological replicates were performed for each experiment; quantitative PCR (qPCR) was performed as described below. Antibody references and amounts used, according to the manufacturer’s instructions: CTCF (Diagenode, C15410210, 1 μg), OCT4 (Diagenode, C15410305 and Cell Signaling Technology, 5677, 5 μg), SOX2 (Santa Cruz, sc-365823X, 5 μg), CREB (Abcam, ab31387, 5 μg), NRF1 (Abcam, ab55744, 8 μg), REST (Millipore, 17-641, 2 μg), NANOG (Cell Signaling Technology, 8822, 5 μL for 4 × 10^6^ cells), NFY-A (Santa Cruz, sc-17753X, 5 μg). Primer sequences for qPCR are listed in Supplementary Table 4. ChIP-Seq libraries were prepared using the Illumina TruSeq ChIP Sample Preparation Kit (Illumina), and sequenced on an Illumina HiSeq 4000 sequencer.

### In vitro methylation assay

Complementary single-stranded DNA (ssDNA) oligos, the forward strand containing one methylated CpG dinucleotide within or directly next to the PF motif, were synthetized by Microsynth AG. Hemi-methylated double-stranded DNA (dsDNA) probes were then produced by annealing these ssDNA oligomers. Annealed dsDNA probes were quantified using the Qubit^TM^ 3.0 Fluorometer with the Qubit^TM^ dsDNA HS Assay Kit (ThermoFisher Scientific, Q32854) and diluted to a final concentration of 800 nM. Reaction buffer was prepared as follows: 3 Ci/mmol SAM[3H] (Perkin Elmer, NET 155V250UC), 1× methylation buffer [40 mM Tris/HCl pH 7.5 (Invitrogen, 15504020), 10 mM EDTA (Applichem, A1104-0500), 10 mM dithiothreitol (DTT; Applichem, A1101.0005), 0.2% Glycerol (Sigma, 49767-1 L)], 0.2 mg/mL bovine serum albumin (Applichem, A1391.0500), 1× Protease Inhibitor cocktail (ROCHE, 05056489001). In all, 16.68 pmol of dsDNA probe were added to the buffer in three conditions: (1) buffer only, (2) buffer + DNMT1; (3) buffer + DNMT1 + 1× TF protein at an equimolar concentration to the probe. Samples were incubated at 37 °C for 1 h, then purified by phenol (Invitrogen 15513-039) and chloroform:IAA (Sigma, C0549-1PT) followed by ethanol precipitation. The DNA pellets were resuspended in 20 μL of TE buffer, then 15 μL of the eluate were placed on a filter paper and air dried; the remaining eluate was used to quantify the probe concentration for normalization. The filter papers were transferred into scintillation vials (Sigma, V6755-1000EA) with 4.5 mL of Ultima Gold Scintillation Liquid (Perkin Elmer, 6013151). Incorporation of ^3^H was measured on a Liquid Scintillation Counter (Wallac, 1409) for 5 min. The resulting measurements were normalized to the concentration of the eluate before further normalization to the baseline activity measured in the second condition containing only DNMT1. Recombinant proteins used in the assay were: DNMT1 (Abcam, ab198140), KAISO (Abcam, ab160762), ERα (Abcam, ab82606), NFYA (Abcam, ab131777), E2F1 (Abcam, ab82207), OCT4 (Abcam, ab169842), SOX2 (Abcam, ab169843), NRF1 (Abcam, ab132404), CTCF (Abcam, ab153114), FOXA1 (Abcam, ab98301), SOX9 (Abcam, ab131911), FOXD3 (Abcam, ab134848), KLF4 (Abcam, ab169841), ETS1 (Abcam, ab114322), KLF7 (Abcam, ab132999), NANOG (Abcam, ab134886), OTX2 (Abcam, ab200294), SOX17 (LSBio, LS-G69322-20), CREB (LSBio, LS-G28015-2), GATA3 (LSBio, LS-G67133-20).

### Protein production

Recombinant proteins used in in vitro replication experiments were either purchased (Abcam: SOX2-ab169843 and OCT4-ab134876) or prepared in Sf9 cells. Baculoviruses for the expression of Flag-NFYA, Flag-FoxA1 or Flag-CTCF were used to infect 1 L of Sf9 cells for 48–72 h^85^. Cells were collected by centrifugation and washed with 5–10 volumes of PBS + 0.1 mM phenylmethanesulfonylfluoride (PMSF). Cells were spun down, washed once with 1× PBS and pellets were resuspended in 2–3 volumes of Buffer F (20 mM Tris pH 8.0, 500 mM NaCl, 4 mM MgCl_2_, 0.4 mM EDTA, 20% glycerol) plus NP40 to 0.05% with protease inhibitors (0.2 mM PMSF, 13.5 μM TLCK, 0.1 μM Benzamidine, 3 μM Pepstatin, 55 μM Phenanthroline, 1.5 μM Aprotinin and 23 μM Leupeptin), ZnCl_2_ (10 μM final concentration) and DTT (1 mM final concentration). Cells were incubated on ice for 30 min and homogenized with a total of 3 × 10 strokes during the incubation. Extracts were centrifuged (30 min 48,000 × *g*), flash frozen and stored at −80 °C. For anti-FLAG affinity purification, extracts incubated with protease inhibitors and 1–2 mL of packed anti-FLAG resin (M2-agarose, Sigma), then binding was allowed to proceed overnight at 4 °C with rotation. Beads were centrifuged (1500 × *g* for 5 min), then washed with the following series: 2× Buffer FN, 2× BC1200N, 2× BC2000N (the second wash incubated for 15 min), 1× BC1200N, 1× BC600N, 1× BC300N, 1× BC300. The initial washes were carried out in batch (5 min rotation followed by centrifugation at 1000 × *g* for 4 min), and beads transferred to an Econo Column (Bio-Rad) at the BC2000N step. Proteins were eluted by incubation overnight with 0.4 mg/mL FLAG peptide in BC300 with 10 μM ZnCl_2_ and protease inhibitors. Two additional elutions (with 1 h incubations) were collected. Eluted proteins were concentrated using Amicon Ultra 0.5 Centrifugal filter units (10 kDa molecular weight cut-off) (Millipore) and NP40 was added to 0.05% before aliquoting, flash freezing and storing at −80 °C. Protein concentration was determined by Bradford assay and adjusted for the purity as determined on SYPRO Ruby stained sodium dodecyl sulfate-polyacrylamide gel electrophoresis (SDS-PAGE) gels.

### In vitro DNA replication assay

For large-scale DNA replication reactions used for bisulfite sequencing, TFs were pre-bound to 100–200 ng plasmid template containing FR1 or FR2 in 60 mM KCl, 12 mM Hepes pH 7.9, 2 mM MgCl_2_, 1 mM DTT, 0.12 mM EDTA, 12% glycerol, 0.01% NP40 and 10 ng/μL DNA template for 15 min at 30 °C. For EMSA, 0.5 μL of each reaction (5 ng DNA) were removed, mixed with 4 μL of 50% glycerol/10 mM EDTA and loaded on a 0.8% agarose (SeaKem)/0.5× TBE gel, which was run for 90 min at 50 V. Replication mix was added to the remainder of the reaction. Replication mix consists of (per 100 ng DNA): 10 μL HeLa S240 extract, 1.38 μL replication cocktail (200 μM each rNTP, 100 μM dATP, dGTP, dCTP, 20μM dTTP, 40 mM phospho-creatine, 1 ng/μL creatine kinase (Sigma), 3 mM ATP, 5 mM MgCl_2_), 0.2 μL human Topoisomerase II (TopoGen), 1 mM DTT, 0.32 μL Biotin-18-dUTP or Biotin-11-dUTP (1 mM, Jena Bioscience or Fisher), SAM[3H] (1 μCi/100 ng DNA, Perkin Elmer). Replication reactions were incubated for 90 min at 37 °C. Replication reactions were stopped with DSB-PK (5 μg/µL of proteinase K (Biobasic), 1% SDS, 50 mM Tris-HCl pH 8.0, 25% glycerol and 100 mM EDTA, digested overnight at 50 °C, followed by at least 30 min with RNaseA (1 μg/100 ng DNA) at 37 °C and purified by phenol–chloroform and chloroform extraction, followed by ethanol precipitation.

For binding to monovalent streptavidin beads (BcMag Monomeric Avidin Magnetic Beads, Bioclone Inc.), 40 μL of beads/750 ng reaction were prepared according to the manufacturer’s instructions. Briefly, beads were washed 1× with 4 volumes of ddH_2_0 and 1× with 4 volumes of PBS. All wash and binding steps were carried out at room temperature. Beads were incubated with 3 volumes of 5 mM Biotin (in TE-100), followed by washing with 6 volumes of 0.1 M Glycine pH 2.8. Beads were then washed twice with 4 volumes of TE-1000mM NaCl and added to purified DNA samples. One sample volume of TE-1000 was added to increase the [NaCl] to facilitate binding. Binding was carried out for at least 1 h and up to overnight with continuous rotation. Beads were washed three times with TE-100 and eluted 3 times with 75 μL mM Biotin in TE-100. Elutions were incubated at 50 °C with vortexing every 10–15 min.

To measure the incorporation of radioactive SAM[3H] during replication, reactions were carried out as above in the presence of SAM[3H] with 100 ng of template per reaction; all steps were scaled down linearly.

After digestion with proteinase K and RNaseA, DNA was purified using a PCR cleanup column, eluted in 45 µl and then passed through a G-50 spin column to remove any unincorporated SAM[3H]. SAM[3H] incorporation was measured by scintillation counting. DNA was quantified on agarose gels and used to normalize SAM[3H] incorporation. For the data shown in Fig. 7, we also quantified biotin-dUTP incorporation using a streptavidin slot blot to measure DNA replication and calculated SAM[3H]/biotin-dUTP. Both normalization methods produce the same conclusions.

### siRNA knockdowns

siRNA knockdown experiments were conducted according to the manufacturer protocol for Silencer® Select Pre-Designed, Validated, and Custom Designed siRNAs (ThermoFisher Scientific). The following siRNA Silencer® Select oligos were used: Non-targeting (#4390843), siSOX2 a (s74175), siSOX2 b (s74176), siOCT4 a (s71992), and siOCT4 b (s17993). Briefly, ESCs were plated in 6-well plates at a density of 0.25–0.4 × 10^6^/well. The next day, each well was transfected using Lipofectamine® RNAiMAX (ThermoFisher, 13778100) reagent with either mock (PBS) or 25 pM of non-targeting siRNA, siSOX2 a, siSOX2 b, siSOX2 a + b, siOCT4 a, siOCT4 b, siOCT4 a + b, siSOX2 a + b + siOCT4 a + b. Cells were collected 72 h post-transfection followed by DNA, RNA and protein extraction (see below). DNA was subjected to bisulfite conversion, Hi-TransMet library preparation and sequencing following the protocol mentioned above. RNA was used for cDNA preparation and quantitative reverse transcriptase–PCR (qRT-PCR) to assess SOX2, OCT4 and SNRPD3 (control) expression using primers in Supplementary Table 4.

### RNA extraction, cDNA preparation and RNA-Seq library preparation

RNA was extracted using the Qiagen RNeasy Mini Kit (Qiagen, 74104) with the addition of the DNase step (RNase-free DNase set, Qiagen, 79254). RNA integrity was verified by running an aliquot on a 1% agarose gel. Conversion of 1 μg of RNA to cDNA was done using the Takara PrimeScript 1st strand cDNA Synthesis Kit (Takara, 6110A) according to the manufacturer’s protocol. qRT-PCR was performed using the StepOnePlus qPCR by Applied Biosystems (ThermoFisher, 4376357) with the Applied Biosystems SYBR^TM^ Green PCR Mastermix (ThermoFisher, 4309155). Primer sequences for qPCR are listed in Supplementary Table 4. RNA-Seq libraries were prepared from 500 ng of RNA using the TruSeq mRNA Stranded Kit (Illumina, RS-122-2101). Molarity and quality were assessed by Qubit and Tape Station. Biological replicates were barcoded and pooled at 2 nM and sequenced on 2 lanes using the Illumina HiSeq 4000 sequencer.

### Protein extraction and western blots

Cells were washed twice with PBS, scraped with pre-heated Laemmli buffer (½ H_2_O, ¼ SDS, ¼ Tris-HCl pH 6.8) and collected in an Eppendorf tube. Each lysate was boiled at 95 °C for 5 min and sonicated by passing the cells several times with through a 1-mL syringe. Protein concentrations was determined by BCA assay (Pierce, 23225). Proteins were separated by SDS-PAGE electrophoresis with a 4–12% Bis Tris gel (Thermo Scientific, NW0412C) and then transferred to a polyvinylidene difluoride membrane (BioRad, 162-0177). Blots were probed with mouse anti-Oct4 (1:1000, Cell Signalling Technology, 5677), mouse anti-Sox2 (1:10,000, Santa Cruz, sc365823) and rabbit anti-Actin (1:1000, Abcam, ab8227) antibodies followed by horseradish peroxidase-conjugated secondary antibodies (1:10,000, BioRad, 170-6515 and 170-6516). Bands were detected following incubation with ECL (Pierce, 32106) by imaging on the iBright 1500 (Invitrogen) device.

### Motif design

Criteria for choosing WT TF motifs were the following: (1) when available, motifs identified from ChIP-Seq data were selected. (2) if no such data are available, Position Frequency Matrices (PFMs) were obtained from the JASPAR Core Vertebrate 2016 database^21^, alternatively, from the UniProbe^22^ or TRANSFAC^23^ databases. WT motifs were chosen mainly as the consensus sequence found in JASPAR database. To minimize the cross-matching between motifs, we checked that the WT core motifs (e.g. GAATGTTTGTTT) and the combination “restriction site–barcode–motif–barcode–restriction site” (e.g. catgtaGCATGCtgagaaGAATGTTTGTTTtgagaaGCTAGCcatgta) did not match with JASPAR motifs other than intended. This was done using the countPWM() function of the R BioStrings package using min.score = “90%”. Scrambled (Sc) motifs were created by random shuffling of the WT motif except for the CG dinucleotides. The number and position of CG dinucleotides were maintained in WT and Sc motifs. For example, WT: C**CG**TAGTCGA and Sc: T**CG**AGCAGTC. Sc motif–barcode combinations were also checked for cross-matching with other JASPAR motifs as for WT sequences. To ascertain how closely the WT or Sc sequences match with the respective motif’s PFM, a “normalized score” was defined. At each position in WT or Sc sequence, the probability of corresponding nucleotide in the PFM was taken as the match score for that position. The average of match scores for all positions was defined as “normalized score”. Normalized scores of WT sequences were high (>0.7) and only those Sc motifs whose normalized score were at least 0.3 lower than the corresponding WT motif were used.

To confirm the specificity of the chosen motifs and that we are not creating any unwanted TFBS by adding the barcode and the restriction sites used for insertion, each motif–barcode–restriction site combination was screened using HOMER tools to predict for TFBSs. The non-redundant TF list from JASPAR 2018 database was used and log-odds score threshold was fixed to 6, above which a motif would be considered significant. Then TFBS predicted in WT sequences were normalized to those found in scramble sequences.

### Analysis of methylation status around PF aggregate cistromes

Reads from ESC WGBS^14^ were mapped on mm10 assembly using bitmapperBS^86^ and methylation was extracted using MethylDackel [https://github.com/dpryan79/MethylDackel] tools. Aggregate cistromes (set of genomic regions routinely identified as binding sites) of the tested PFs were extracted from published data sets^17^. Only cistromes of category A (the highest reliability, experimental and technical reproducibility) and category B (high reliability, experimental reproducibility) were used. Bedtools^87^ were used to get the methylation status 3 kb around the midpoint of every TFBS.

### Library data processing

Paired-end libraries were trimmed using Trim Galore^88,89^ and reads with a quality score <20 were discarded. Demultiplexing was performed with Flexbar^90,91^, using the 6 bp library barcode plus 4 bp of the neighbouring adaptor for identification, with 0 mismatches allowed. Concomitantly, reads were tagged using the UMI-tags option of Flexbar based on the 8 UMI nucleotides that follow the library barcode sequence. Prior to mapping, motifs were extracted and PE reads were classified according to their motif using the *vmatchPattern* function with unfixed sequences (allowing IUPAC code for CpGs inside the motifs) from the BioStrings package designed for R^92^, with 0 mismatches allowed. Reads were then mapped using Bowtie2^93^ and Bismark^88^, filtering out reads with non-CG methylation <2%. This filtering step was not performed for the libraries generated in TET TKO cells as the levels of non-CG methylation was significantly higher in these cells (Supplementary Fig. 5b). Reads were then deduplicated based on their UMI tag using the UMI_tools software^94^ to remove PCR amplification biases. The percentage of methylation for each CpG position was extracted using Bismark, considering a minimum coverage of ten reads (Supplementary Fig. 4b). Biological and technical replicates were pooled to ensure sufficient coverage upon verification by Multi-Dimensional Scaling that replicates were clustering well together^95^. Ascending hierarchical clustering of the motifs, based on the methylation data, was obtained using the *hclust* function in R.

### ATAC-Seq and ATAC-qPCR

ATAC-Seq libraries were prepared as follows^96^: 5 × 10^5^ viable ESCs per sample were resuspended in 50 µL of transposition mix (Illumina) and incubated at 37 °C for 30 min. Libraries were amplified by PCR with barcoded Nextera primers and sequenced on an Illumina HiSeq 4000 sequencer. For ATAC-qPCR experiments, 1 ng of the ATAC-Seq libraries was used as input for the RT-qPCR reactions. FR1 and negative control primer sequencing are available in Supplementary Table 4; primers for Kif3b and Zfp345 control regions were taken from a previously published work^97^. ATAC-Seq reads were processed by mapping to the mm10 reference mouse genome (or to a 15 Mb region flanking the knocked-in FR1 sequence at the Hbb-γ locus) using Bowtie2^93^. Duplicate reads were discarded, leaving only unique reads. Peak calling was performed by MACS2. Differential peak calls were made using DESeq2 and the requirement was set at a false discovery rate-corrected *p* < 0.10. RPM values in genome tracks are the mean values across replicates from each condition.

### RNA-Seq analysis

SE 50 bp reads were trimmed^98^ and then mapped to the mouse reference genome (GRm38.89 version from Ensembl) using the RNAseq aligner STAR^99^ and featureCounts^100^ to assign reads to their genomic features. Library size normalization and calculation of differential gene expression were performed using the edgeR package. Genes with a normalized maximal expression of >1 RPKM in all replicates were discarded. Fold change and Benjamini–Hochberg corrected *p* value thresholds were set, respectively, to 3 and 1‰ for the differently expressed genes.

### Statistical analysis

For the NGS data, methylation differences between WT and Sc for each CpG and for each motif were calculated using the DSS (dispersion shrinkage for sequencing data) package^101,102^, with thresholds for Δmeth and corrected *p* value fixed, respectively, at 10 and 5%. The percentage of methylation of each CpG was smoothed with adjacent CpG to improve mean estimation. The smoothing option was applied to a range of 50 bp. HMRs in WT vs Sc conditions (HMRs) were defined as regions of >50 bp and containing a minimum of 3 consecutive CpGs, each having a Δmet (%met_WT − %met_Sc) of ≥10%.

For in vitro methylation assays, three biological replicates were analysed using two-tailed unpaired *t* test. In vitro replication results were analysed by one-sample unpaired *t* test. qRT-PCR data for RNA expression in knockdown experiments were analysed using a two-way analysis of variance.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Info

Peer Review File

Reporting Summary

## Data Availability

The data that support this study are available from the corresponding author upon reasonable request. All sequencing data generated in the course of this study (Hi-TransMet, RNA-Seq, ChIP-Seq, ATAC-Seq) were deposited in the GEO repository with accession number GSE144524. The mouse cistrome assembly and annotation data sets^17^ are available in Figshare [10.6084/m9.figshare.7087697]. Source data are provided with this paper.

## Source data

Source data

How the deposited data were processed for this re-analysis (not part of the article)

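The re-analysis covers 24 deposited samples of mouse cells: 9 RNA-seq libraries (3 each of ESCs, NPs at day 8 and TET TKO ESCs), 7 Hi-TransMet samples in 5 pools (ESCs and NPs under the −SssI and +SssI conditions, TET TKO ESCs under the +SssI condition), 3 single cell lines with a WT or an Sc motif, and 5 siRNA libraries of the OCT4SOX2 line.

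For the Hi-TransMet pools, the authors trimmed the reads with Trim Galore, demultiplexed them with Flexbar, assigned them to a construct with 0 mismatches, aligned them to FR1 with Bismark on Bowtie2, filtered them on non-CG methylation (except in TET TKO ESCs) and deduplicated them by UMI; the deposited values are counts of reads and of methylated reads per construct, CpG and run. The authors also deposited percentages of methylation per construct and CpG for positions with at least 10 reads, as percent values pooled over runs. Percentages recomputed here from the deposited counts differed from these by at most 0.0005 points over 1456, 1448, 1461, 1448 and 1466 values in the 5 pools, and all values in the text come from the counts. For RNA-seq, the authors deposited raw counts per gene from STAR and featureCounts 1.6.2, without strand and with Ensembl 89 gene models.

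The 2 samples of ESCs under −SssI, and likewise the 2 of NPs under +SssI, name the same table and condition, and one of each is titled with a capillary sequencer. Which runs belong to which of the 2 is not stated in the labels, so the table was entered as 1 pool. The number of columns with per-sample values that matched no sample was 0.

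Reads were summed over the runs of a pool. Methylation of a fragment is the mean over the 23 CpGs outside the motif and up to 3 CpGs inside it with at least 10 reads, and Δmet is the mean of the differences between WT and Sc at shared CpGs. HMRs were called from Fisher's exact tests as described at the first result. The tests assume independent reads and treat neither runs nor cells as replicates, so their p-values describe the pooled libraries. If runs with alike fragment counts hold the same molecules, the main intervals and p-values are also too small. With such runs counted once, 70 of 72 motif results kept their direction and side of the threshold. At the median read numbers of a fragment pair, the 95% interval of Δmet in ESCs under −SssI was ± 4.07 points for GATA and CTCF.2 and ± 23.4 points for GR. Mean Δmet over motifs and differences between cell types were tested by sign-flip permutation, exact where the number of motifs allowed and otherwise with 100000 resamples, and correlations by permuting motifs. As a reference without a motif effect, the 26 Sc fragments were paired with each other at random 1000 times and HMRs were called on these pairs.

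For RNA-seq, library sizes were scaled by TMM in edgeR 4.0.16 (R 4.3.3), and groups were compared by the quasi-likelihood F-test with Benjamini-Hochberg adjustment. DESeq2 1.42.0 was run as an alternative. The median depth was 21602345 counts in ESCs, 21214374 in NPs and 84377108 in TET TKO ESCs, and the 10 genes with most counts took 3.76% to 4.29% of a library. Genes named in the text are the 27 genes of the motif list, Tet1, Tet2 and Tet3, the methylation machinery, the factors the discussion raises as alternatives, and in each comparison the 3 genes with the largest rise and the 3 with the largest fall among those called with at least 10 counts in every library of the higher group. Motifs named are those the paper calls or names and those with an HMR here. Other calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures were drawn with matplotlib 3.10.9.

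The calling of HMRs was tested on simulated reads at the real read numbers, drawn at 1 methylation level per pool. This level was that of its Sc fragments together. Of 50 regions lowered by 40 points over 6 CpGs, 48 were recovered. In 3080 CpG tests, 0 motifs without one were called. The simulation held no variation between fragments or runs, so it cannot show how often such variation gives an HMR. Among random pairs of real Sc fragments, 34.29% had an HMR in ESCs under −SssI, 32.25% under +SssI and 30.72% in TET TKO ESCs. In NPs the shares were 7.819% under −SssI and 10.13% under +SssI. The RNA-seq test, run on simulated counts for 13802 tested genes of which 200 were changed, recovered 81.5% of the changed genes, 100% of them in the right direction, and called 0 unchanged genes.

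The alternatives were coverage minimums of 1, 20 and 50 reads, the share of methylated calls over all CpGs, CpGs inside the motif left out, the mean of all Sc fragments or the fragment without a motif as reference, smoothing over 50 bp, Δmet of −20 points, no criterion on p, 5 CpGs per HMR, and Δmet below the 5th percentile of pairs of Sc fragments in place of the read test. For RNA-seq they were library sizes alone, DESeq2, no filter on low counts, at least 10 counts in every library, a log2 fold change of 3, all 3 groups in the fit, the replicate number as a block, and each library left out in turn. These were fixed before the data were examined, and so were the tests, except those named as chosen after the results were seen. Counting look-alike runs once, comparing WT and Sc within runs and thinning the TET TKO counts to the depth of ESCs were added afterwards.

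Bisulfite Sanger sequencing of single clones, ChIP, ATAC-seq and replication assays were not analysed here, and DSS was not used here.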

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

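Some tests in this part were chosen only after the results were seen. They are the comparisons of the 10 SPF motifs with ESCs under −SssI and within runs, and those of the unreported constructs within runs.

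The effect of the WT motif at the 10 motifs called SPFs differed between the cell lines. Under the +SssI condition, mean Δmet was 44.86 points higher in TET TKO ESCs than in ESCs, at 10 of 10 motifs (p = 0.00195, exact sign-flip permutation test). The 10 motifs were selected by their low Δmet in the ESC pool, so a return towards the mean in any other pool could produce part of this difference. In ESCs under −SssI, another pool, with another treatment, the same motifs had a mean Δmet of −32.23 points, and TET TKO ESCs were still 35.6 points higher (p = 0.00586, exact permutation test), at 9 of 10 motifs. In NPs under +SssI, the pool with the same treatment, their mean Δmet was nearer 0, at −16.40 points, and TET TKO ESCs were 19.74 points higher (p = 0.01367, exact permutation test), at 8 of 10 motifs. Uneven runs were tested with WT and Sc compared within runs, which was possible for 9 of the 10 motifs and left a difference of 35.74 points (p = 0.007812, exact permutation test), at 8 of the 9 motifs and not at E2F1. These values argue against both as the whole cause, while a contribution of either to the size of the difference stays open. What stays open is the filter on non-CG methylation, which the authors left out for TET TKO ESCs, the difference in strain between the lines, and the low number of runs, since run 10 gave nearly all upstream reads of TET TKO ESCs; none of these was tested. The loss of the TET proteins is the biological difference that the design names, and it stays among the open explanations.

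The tables also hold constructs on which the paper does not report: PU.1, RUNX1, c-REL, PAX7 pair 2, and FOXD3 against a second Sc fragment. Of their 25 comparisons of WT and Sc over the 5 pools, 10 had an HMR. Δmet over the fragment was −18.08 points for PU.1 in ESCs under −SssI. In ESCs under +SssI it was 0.91 points for RUNX1, −14.25 for c-REL (over 5 CpGs), −26.09 for PAX7 pair 2 and −8.31 for FOXD3 against Sc 2. In NPs it was −6.51 points for PU.1 under −SssI, and −4.76 for PU.1, −19.48 for RUNX1 and −12.80 for FOXD3 against Sc 2 under +SssI. In TET TKO ESCs it was 1.61 points for RUNX1. In the comparisons without an HMR, Δmet ranged from −17.42 to 88.90 points. The lowest was c-REL in NPs under +SssI (over 5 CpGs), which had an HMR only within runs. The highest was c-REL in NPs under −SssI, with the Sc fragment at 3.70%. RUNX1 (36.66 points) and PAX7 pair 2 (25.67 points) in ESCs under −SssI were also well above 0.

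Variation between fragments without a motif gives 5.76 HMRs on average among 25 comparisons, by the shares seen in pairs of Sc fragments, and 10 or more with a probability of 0.03696; the comparisons share fragments, so the probability is approximate. Runs with different methylation levels would remove an HMR within runs, but 7 of the 10 were also found there (PU.1 in 3 pools, RUNX1 in 3 and FOXD3 against Sc 2 in NPs), which argues against the runs as their sole cause. Of these 7, 0 moved towards 0 by more than the 95% interval of Δmet within runs and 1 moved down (FOXD3 against Sc 2 in NPs), which leaves open what runs with different methylation levels add to the size of Δmet. The other 3 were in ESCs under +SssI. For 2 of them (c-REL and FOXD3 against Sc 2), no HMR was found within runs and Δmet moved by less than its interval, and for 1 (PAX7 pair 2) fewer than 3 CpGs of the HMR lay in shared runs, so for these 3 runs with different methylation levels cannot be told apart from the motif. RUNX1 in ESCs under +SssI and in TET TKO ESCs had a Δmet above 0 over the fragment beside an HMR of 3 CpGs from 109 to 252 bp. No biological explanation was tested.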

How the results depend on the processing

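The comparisons within runs, the counting of look-alike runs as 1 and the thinning of TET TKO counts were chosen only after the data were seen. A coverage minimum of 1 read removed or added no CpG, so it is left out of the counts that follow. Of 851 alternative values of 72 motif results, 722 had the same direction and the same side of the threshold, 86 were weaker, 11 stronger and 32 reversed. Of 1044 alternative values of 79 gene results, 993 were the same, 27 weaker (21 of them in fits that left out a replicate), 7 stronger and 17 reversed. Of 228 alternative values of 26 results that answer a comparison, 205 were the same, 1 weaker, 2 stronger, 17 moved and 3 reversed. The cause of a change was not tested unless a value below shows it.

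The average methylation of Sc fragments ranged from 55.25% to 59.75% in ESCs under −SssI, 67.02% to 67.98% in ESCs under +SssI, 89.76% to 89.92% and 86.07% to 86.54% in NPs, and 88.63% to 88.85% in TET TKO ESCs. The number of motifs with an HMR ranged from 7 to 17, 7 to 18, 5 to 11, 5 to 13 and 2 to 8 in the same order. With the 5th percentile of pairs of Sc fragments it was 7 in ESCs under −SssI, 7 under +SssI and 2 in TET TKO ESCs. With Δmet of −20 points it was 5 in NPs under −SssI and 3 in TET TKO ESCs, and within runs it was 5 in NPs under +SssI, where only 18 motifs could be compared. A coverage minimum of 20 reads moved none of the 72 motif results past its threshold.

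The mean Δmet over motifs in ESCs under −SssI, −11.75 points, passed its test only with the mean over all Sc fragments as reference (−11.71 points) and with the fragment without a motif (−14.46 points). In NPs under +SssI it was no longer past its test within runs (−6.28 points). In TET TKO ESCs, where the mean is near 0, it reversed to −0.63 points with the fragment without a motif. The differences of Sc fragments between cells stayed between 30.16 and 34.51, 18.2 and 19.45, and 20.66 and 21.61 points, and the difference at the 10 SPF motifs between 35.74 (within runs, over the 9 motifs that could be compared) and 47.58 points. The correlation with expression under −SssI reversed to −0.13 with the mean over all Sc fragments and to −0.13 with the fragment without a motif, and leaving out each replicate gave 0.03 to 0.04 under −SssI and −0.29 to −0.28 under +SssI. For the 63 of 72 knockdown tests and the 23 CpGs of the single lines, the coverage minimums and leaving out CpGs inside the motif removed no CpG, so these alternatives say nothing about stability and are left out of the counts above.

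Δmet reversed for 19 single motif results. Most of them lay within 12 points of 0 in the main analysis, but SOX9 (−43.17) and KLF7 (−31.5) in ESCs under −SssI and CTCF.1 in NPs under +SssI (−15.88) did not, and these 3 reversed only within runs. For SOX9 in ESCs under −SssI and OTX2 in ESCs under +SssI, the comparison within runs covers only 5 downstream CpGs outside their HMRs, where Δmet over all runs was already above 0, at 6.312 and 2.826 points. With CpGs inside the motif left out, ETS in ESCs under −SssI was 0.84 points, and with look-alike runs counted once 3.04. With the mean over all Sc fragments as reference, the values were 0.24 for E2F1 in ESCs under −SssI, 0.94 for KAISO and 3.85 for NRF1 in ESCs under +SssI, 1.82 for NANOG in NPs under −SssI, 2.67 for NFY in NPs under +SssI, and 6.96 for CTCF.1, 1.79 for E2F1, −3.18 for KLF4 and −4.20 for OCT4 in TET TKO ESCs. With the fragment without a motif, they were −0.29 for FOXA1 in ESCs under −SssI, 5.69 for KAISO and 8.6 for NRF1 in ESCs under +SssI, 0.67 for NANOG in NPs under −SssI, 1.49 for NFY in NPs under +SssI, and 6.27 for CTCF.1, 1.10 for E2F1, −3.88 for KLF4 and −4.89 for OCT4 in TET TKO ESCs. Within runs, they were 7.45 for CREB, 3.78 for ETS, −15.07 for FOXA1, 3.8 for KLF7 and 6.36 for SOX9 in ESCs under −SssI, 4.00 for ETS, 0.46 for KAISO and 42.00 for OTX2 in ESCs under +SssI, 25.85 for CTCF.1, 1.86 for PAX7 and 12.08 for SOX9 in NPs under +SssI, and 0.27 for CTCF.1 in TET TKO ESCs.

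Between NPs and ESCs, 3408 genes were called, and 5281 without a filter on low counts and 1911 with a log2 fold change of 3; leaving out each replicate gave 2464 to 3413. Between TET TKO ESCs and ESCs, 322 genes were called, and 910 with DESeq2, 1263 without a filter, 152 with a log2 fold change of 3, and 50 to 329 with each replicate left out. Leaving out any 1 of the ESC replicates gave 50, 59 and 74 genes, and leaving out TET TKO replicates 1, 2 and 3 gave 126, 190 and 329. With the replicate number as a block, 674 genes were called between TET TKO ESCs and ESCs (321 of the 322 among them) and 3415 between NPs and ESCs. The numbers are not said to pair the libraries. Deviations of same-numbered libraries correlated at −0.09, 0.34 and 0.24 in the first comparison and at −0.06, 0.01 and −0.13 in the second. A partial pairing in the first comparison is therefore not excluded. The number of highly expressed PF genes ranged from 18 to 22 in ESCs, 24 to 25 in NPs (23 to 25 with each replicate left out) and 20 to 22 in TET TKO ESCs.

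Genes whose log2 fold change reversed had values from −0.23 (Nanog) to 0.38 (Sox3) in the main analysis. Against ESCs in NPs, Nrf1 was 0.00 and Dnmt3a 0.01 with library sizes alone, and Dnmt3a ranged from −0.20 to 0.04 with each replicate left out, its sign changing without NP replicate 3. In TET TKO ESCs, library sizes alone gave −0.00 for E2f1, −0.00 for Rest, −0.12 for Sox2 and −0.08 for Nrf1 (Nrf1, TET TKO against ESC), DESeq2 gave −0.03 for Nrf1 and −0.07 for Sox2, and thinned counts gave −0.03 for Sox2. With each replicate left out, values in TET TKO ESCs ranged from −0.57 to 0.41 for Myc (sign changing without ESC replicate 1 or 2 or TET TKO replicate 3), from −0.68 to 0.03 for Nanog (Nanog, TET TKO against ESC) and from −0.01 to 0.80 for Sox3 (both signs changing without TET TKO replicate 1), and from −0.09 to 0.13 for Sox2 and from −0.37 to 0.34 for Dnmt3a (both signs changing without TET TKO replicate 3).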

Differences from the paper's values

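No test in this part was chosen after a result was seen, apart from the settings named as such.

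For the correlation of expression with ΔΔmet under −SssI, Fig. 4c shows an r of about −0.45, read by eye, against 0.04 here. None of the alternatives set before the data were examined closed the gap; they gave −0.13 to 0.08.

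For the siRNA libraries, the paper states an increase of 2.5 times after knockdown, against cells without siRNA, and the ratios to non-targeting siRNA here were 1.589 for both pairs, 1.622 for siOCT4 a + b and 1.666 for siSOX2 a + b. Methylation itself was 38.56%, 39.37% and 40.42% in the same order, close to the levels the paper states after knockdown. The ratios differ because the paper's reference, cells without siRNA, was lower than the 24.27% with non-targeting siRNA. No alternative set before the data were examined changed this. The share of methylated calls over all CpGs together gave 1.668 for siSOX2 a + b, only just within 1.5 times of the paper's value. Against the WT OCT4SOX2 fragment of the ESC +SssI pool, a reference chosen after seeing the values, the ratios were 2.145, 2.19 and 2.249 in the same order, and the library with non-targeting siRNA itself was at 1.35 times this reference and siSOX2 b at 1.636 times.

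For Δmet over the fragment, Fig. 2b shows about 0.28 points for ETS in ESCs under −SssI, read by eye, against −0.92 here; with CpGs inside the motif left out it was 0.84, and the other alternatives set before the data were examined did not close the gap. Fig. 6b shows about −13 points for KAISO in TET TKO ESCs, read by eye, against 14.06 here, and no alternative set before the data were examined closed this gap.

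The averages over the 26 Sc fragments also lie apart, though by less than 1.5 times. For the average CG methylation around Sc motifs (%), the paper has 52.4% in ESCs under −SssI, 79.1% in ESCs under +SssI and 81.7% in NPs under −SssI, against 57.31%, 67.78% and 89.8% here. Paired by fragment with its supplement, the values here minus the paper's averaged 4.877, −11.33 and 8.055 points in the same order, and 0.5398 points in NPs under +SssI; in TET TKO ESCs the largest difference of a fragment was 0.0001759 points. For single fragments, the supplement of the paper gives 130 values of the CG methylation of the Sc fragment (%), of which 7 are more than 1.5 times apart from the values here. In ESCs under −SssI, the paper has 43.36% for E2F1 and 26.52% for KAISO, against 68.68% and 40.95% here. In ESCs under +SssI, the paper has 73.76% for N-MYC, 69.84% for CREB and 72.94% for ZBTB14, against 45.99%, 42.32% and 48.25%. In NPs under −SssI, the paper has 54.41% for GATA and 56.69% for E2F1, against 88.36% and 91.17%. For ZBTB14, the share of methylated calls over all CpGs together, 52.18%, brought the value within 1.5 times of the paper's, still well below it; for the other 6, no alternative set before the data were examined did.

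The paper calls E2F1 a PPF in ESCs under −SssI; no HMR was found here in the main analysis, while one was called without the criterion on p and, in a setting chosen after seeing the values, within runs. The paper also lists N-MYC in NPs under −SssI, where an HMR was called here only with the mean over all Sc fragments as reference and with smoothing over 50 bp. For TET TKO ESCs, the paper describes demethylation at SOX2 without a statistically significant HMR, while SOX2 had an HMR here, also in 10 of 11 alternatives (2 of these 11 chosen after seeing the values). CTCF.2 and E2F1, which the paper does not name among the motifs with lower methylation in these cells, had one here, also in 9 and 7 of the 11; OCT4SOX2, FOXD3, GATA and ETS, which it does name, had one as well. OTX2 and OCT4, which the paper does not count among SPFs in ESCs under +SssI, each had an HMR in 9 of 11 alternatives. SOX2 under −SssI had one in 10 of 11. It is outside the list of PPFs in the paper's results, but the paper's discussion counts it as a constitutive PPF. SOX2 under +SssI had no HMR in the main analysis. It had one with a coverage minimum of 50 reads, with smoothing and without the criterion on p. The 11 alternatives counted here leave out the 5th percentile of pairs of Sc fragments. By that criterion, only GATA and ETS passed in TET TKO ESCs, and SOX2, CTCF.2, E2F1, OCT4SOX2 and FOXD3 did not. Neither OTX2 and OCT4 in ESCs under +SssI nor SOX2 in ESCs under −SssI passed it.

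Other HMRs here were at motifs outside the lists in the paper's results. In ESCs they were at FOXA1, SOX17, ETS and CREB under −SssI, and at FOXD3, ETS and KAISO under +SssI. In NPs they were at NANOG, SOX2 and CREB under −SssI, and at NANOG, SOX9, NFY and PAX7 under +SssI. SOX2 is counted as a constitutive PPF in the paper's discussion. Between expression and ΔΔmet under −SssI, Pearson's r was 0.04 (permutation p = 0.864) and Spearman's rho −0.02, so no correlation was detected. Under +SssI, r was −0.29 (permutation p = 0.152). The paper describes an anticorrelation between expression and methylation in both conditions. It describes the GATA factors as slightly upregulated in TET TKO ESCs; Gata3 was higher there (1.98 RPKM against 0.225), but Gata4 was at 0.696 RPKM there against 0.851 in ESCs, and Gata6 at 0.323 against 0.352. In its discussion, the paper describes a loss of methylation at OCT4 binding sites; Δmet of the OCT4 motif was 18.5 points in ESCs under −SssI, 7.22 in NPs under −SssI and 6.89 in TET TKO ESCs, and −14.6 and −5.74 in ESCs and NPs under +SssI.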

Other observations

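The comparisons of HMRs within runs, the tests for a common shift and for look-alike runs, and the count of CpGs after knockdown were chosen only after the results were seen.

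HMRs were also called on random pairs of Sc fragments, to weigh variation between fragments without a motif. Of 1000 pairings, 7 had as many motifs with an HMR as found in ESCs under −SssI (13, without CpGs inside the motif), and 0, 0 and 0 had as many as in ESCs under +SssI (15), NPs under −SssI (9) and NPs under +SssI (12), which argues against this variation as the whole cause of these counts. It does account for part of them, since the median pairing had 9, 8, 2 and 3. In TET TKO ESCs, 837 of 1000 pairings had at least the 7 HMRs found, so HMRs in these cells were no more frequent than between Sc fragments.

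Fragments were unevenly spread over runs with different methylation levels, so WT and Sc were also compared within runs and Δmet was set against that of all runs at the same CpGs. In ESCs under −SssI, 8 of 14 motifs had an HMR within runs that overlapped the pooled one, which argues against the runs as the sole cause of these 8. Of the 8, 2 moved towards 0 by more than the 95% interval of Δmet within runs, KLF4 from −61 to −8.985 points, with an HMR left only downstream, and OTX2 from −36.69 to −18.69 points, which is consistent with a contribution of the runs to their size; FOXA1 moved down, from 4.002 to −15.07 points. In 4 motifs (KLF7, SOX17, NRF1 and CREB) the HMR was lost and Δmet moved towards 0 or past it by more than its interval, as a contribution of the runs would give. For 2 (SOX2 and SOX9), fewer than 3 CpGs of the HMR lay in shared runs, so the runs and the motif cannot be told apart.

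In ESCs under +SssI, 9 of 15 kept an overlapping HMR, with the same meaning for runs with different methylation levels; 2 of the 9 moved towards 0 (GR and SOX17) and 1 moved down (KLF4). The HMR was lost with Δmet moved towards 0 or past it in 3 (SOX9, E2F1 and ETS), and lost without such a move in 1 (N-MYC), while 2 (OTX2 and OCT4SOX2) lacked 3 CpGs of the HMR in shared runs. In NPs under −SssI, 8 of 9 kept it and 1 (SOX9) lost it without such a move. In NPs under +SssI, 4 of 12 kept it, 2 lost it with Δmet moved past 0 (SOX9 over 5 CpGs, and CTCF.1 from −22.96 to 25.85 points over 6 CpGs), 3 (NFY, REST and PAX7) lost it without such a move, and 3 (FOXA1, NANOG and OCT4SOX2) lacked 3 CpGs of it in shared runs. Of the 4 kept in NPs under +SssI, FOXD3 rested mainly on run 1. At REST in these cells, Δmet within runs was −37.4 points (95% interval ± 21.2), against −39.0 points over all runs. This argues against the runs as the sole cause of its Δmet, although no HMR was called within runs. For other HMRs lost without such a move, and those without 3 CpGs in shared runs, the runs and the motif cannot be told apart. There, the change stays within the interval or the CpGs were not covered. In TET TKO ESCs, 7 of 7 kept it, upstream almost wholly within 1 run.

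The correlations of expression with ΔΔmet within runs were 0.23 under −SssI and −0.31 under +SssI, so runs with different methylation levels do not explain the absence of a negative correlation under −SssI. A common shift of every fragment in a run would leave the same difference for each Sc fragment. Between run 4 and runs 5, 1 and 2 of ESCs under −SssI, the differences of 8 Sc fragments ranged from −69.5 to −15.6 points (heterogeneity p = 4.231e-15, chi-square test on the reads), and between runs 1 and 8 of NPs under +SssI those of 13 Sc fragments had an SD of 15.5 points (p = 4.229e-13, the same chi-square test). Among 15 comparisons of runs, 2 showed no wider spread than reads give (p = 0.289 between runs 9, 10 and 2 and run 11 of NPs under −SssI, and p = 0.278 between runs 9 and 2 and run 10 of NPs under +SssI, chi-square tests). The test counts only the sampling of reads, so a common shift with variation between the cells of each run cannot be told apart from differences of single fragments. No biological explanation was tested.

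Among 73 pairs of runs, 7 had fragment counts that did not differ detectably (chi-square p above 0.05), with a Pearson correlation of at least 0.982, against at most 0.962 for the other pairs. Whether each is one library sequenced more than once cannot be told apart from very similar libraries, because the pairs were chosen by the same counts.

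Of the 10 splits of the 6 libraries into 3 and 3, 1 (the real one) gave as many genes as NPs against ESCs, and 1 of 10 did for TET TKO ESCs against ESCs; with 10 splits a smaller share cannot be reached. The TET TKO libraries were deeper than those of ESCs, with medians of 84377108 and 21602345 counts. After thinning them to the depth of ESCs, 314 genes were called, 276 of them among the 322, which argues against depth as the cause. Of the genes with the largest changes in TET TKO ESCs, Gm42047 was at least 939-fold and Gm42764 at least 19.5-fold higher, and Gm18363, Gm30228 and Gm26954 at least 646-fold, 177-fold and 156-fold lower; Rps3a1, with a log2 fold change of 6.09, has near-identical copies and is uncertain. Between the 2 comparisons, 146 called genes were shared, and both use the same ESC libraries.

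Of the 72 tests after knockdown, 63 were significantly higher and 2 lower. The 4 libraries were compared with the same non-targeting library, and the 18 CpGs were read on the same molecules, so CpGs that differ at random between libraries, a difference between single transfections and the knockdown cannot be told apart by this count.

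The 3 single cell lines carry a WT or an Sc motif whose factor the sample labels do not name. The columns of their percentage tables are headed Oct4-Sox2. Their count columns carry the same heading as those of the siRNA libraries, although the values differ, so each line was assigned by its sample label. Mean methylation over 23 CpGs was 16.1% (95% Wilson interval 14.4% to 17.9%) with the WT motif under −SssI, 71.8% (68.4% to 75.0%) with the Sc motif under −SssI and 82.0% (80.1% to 83.8%) with the Sc motif under +SssI, with 1 library each. WT was lower than Sc under −SssI at 23 of 23 CpGs, by −55.7 points on average.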
